# Exogenously overexpressed intronic long noncoding RNAs activate host gene expression by affecting histone modification in Arabidopsis

**DOI:** 10.1038/s41598-020-59697-7

**Published:** 2020-02-20

**Authors:** Zhang-Wei Liu, Nan Zhao, Yin-Na Su, Shan-Shan Chen, Xin-Jian He

**Keywords:** Plant biotechnology, Plant development, Plant genetics

## Abstract

Involvement of long non-coding RNAs (lncRNAs) in the regulation of gene expression in *cis* has been well studied in eukaryotes but relatively little is known whether and how lncRNAs affect gene expression in *tans*. In *Arabidopsis thaliana*, *COLDAIR*, a previously reported lncRNA, is produced from the first intron of *FLOWERING LOCUS C* (*FLC*), which encodes a repressor of flowering time. Our results indicated that the exogenously overexpressed *COLDAIR* enhances the expression of *FLC* in *trans*, resulting in a late-flowering phenotype. In *35S-COLDAIR* lines, the enhanced expression of *FLC* is correlated with the down-regulation of the repressive histone mark H3K27me3 and with the up-regulation of the active histone mark H3K4me3 at the *FLC* chromatin. Furthermore, we demonstrated that overexpression of intronic lncRNAs from several other H3K27me3-enriched MADS-box genes also activates the expression of their host genes. This study suggests that the involvement of overexpressed intronic lncRNAs in gene activation may be conserved in H3K27me3-enriched genes in eukaryotes.

## Introduction

Long noncoding RNAs (lncRNAs) which constitute a large portion of the transcriptome are involved in diverse biological processes in eukaryotes^1,2^. It is well known that lncRNAs can regulate gene expression by interacting with chromatin modifiers^3,4^. *Xist* (*X inactive specific transcript*), an lncRNA transcribed from the inactive X chromosome (Xi), leads to the recruitment of PRC2 (Polycomb Repressive Complex 2) which deposits the repressive H3K27me3 modification across the Xi and orchestrates X chromosome inactivation (XCI)^5,6^. *HOTAIR*, an lncRNA derived from the antisense strand of the *HOXC* locus, interacts with PRC2 and is required for the association of PRC2 with chromatin and H3K27me3 at the *HOXD* locus^7^. Unlike the lncRNAs which promote H3K27me3, *HOTTIP*, a lncRNA transcribed from the 5′ end of the *HOXA* locus, targets the histone H3K4 methyltransferase complex COMPASS to *HOXA*, driving histone H3K4me3 and gene activation^8^. In plants, thousands of lncRNAs were identified by high-throughput sequencing and were demonstrated to be involved in diverse biological processes^1,2,9,10^. Previously characterized lncRNAs were shown to be important for flowering time^11,12^, photomorphogenesis^13^, male sterility^14–16^, grain yield^17^, pathogen resistance^18^, and phosphate starvation^19^.

FLOWERING LOCUS C (FLC) is a MADS-box protein that acts as a key repressor of flowering in *Arabidopsis thaliana*^20^. The repressive histone modification H3K27me3 functions antagonistically with the active histone modifications H3K4me3 and H3K36me3 to regulate the transcription of *FLC*^21^. Polycomb Group (PcG) complex is responsible for H3K27me3 and thus mediates transcriptional repression of *FLC*^22,23^. CURLY LEAF (CLF) is a well-known histone H3K27 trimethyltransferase that functions as a catalytic subunit of the PcG complex^24–26^. The transcriptional activation of *FLC* requires Trithorax class H3K4 methyltransferases such as ARABIDOPSIS TRITHORAX-LIKE PROTEIN 1 (ATX1), which mediates the establishment of H3K4me3^27^. The H3K27me3 level at the *FLC* chromatin is reduced in the *clf* mutant and the reduction of H3K27me3 is accompanied by increased H3K4me3^23^, indicating that CLF may indirectly repress H3K4me3 at the *FLC* chromatin. Upon transition to flowering, the removal of H3K4me3 is accompanied by an increased level of H3K27me3, leading to reduced *FLC* expression^27^.

Epigenetic modification of the *FLC* chromatin involves cis-acting lncRNAs, including *COOLAIR*, *COLDAIR*, and *COLDWRAP*^11,12,28^. *COOLAIR* is a set of alternative spliced and polyadenylated antisense lncRNAs transcribed from the 3′ UTR of *FLC*^11^. *COOLAIR* mediates the replacement of H3K36 methylation with H3K27me3 but work independently of the PcG complex during the early stage of vernalization^29^. *COLDAIR*, an intronic lncRNA from the first intron of *FLC*, cooperates with the *FLC* promoter-derived lncRNA *COLDWRAP* to facilitate the establishment of H3K27me3 and to thereby repress *FLC* expression during the late stage of vernalization^12,28^. Considering that *COLDAIR* is a functional lncRNA generated from the intron of *FLC*, we wonder how *COLDAIR* regulates *FLC* and whether there other intronic RNAs involved in regulating the expression of their corresponding host genes.

Intronic lncRNAs have been extensively identified and demonstrated to be functional in regulating the expression of their corresponding host genes in eukaryotes^30^. Generated from spliced introns, circular intronic RNAs (ciRNAs) are abundant in the nucleus and promote the transcription of their host genes by associating with RNA polymerase II in human cells^31^. Stable intronic RNAs were also found to play an important role in enhancing the expression of their host genes in *Xenopus* and *Drosophila*^32,33^. Although the function of intronic RNAs in the regulation of transcription has been extensively studied, it remains largely unknown how these intronic RNAs regulate transcription through affecting chromatin modification.

In this study, we demonstrate that the exogenously overexpressed intronic noncoding RNA *COLDAIR* is sufficient to enhance *FLC* expression in multiple independent *COLDAIR* transgenic lines. The enhancement depends on the recruitment of the H3K4me3 methyltransferase ATX1 and the removal of the H3K27 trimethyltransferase CLF at the *FLC* chromatin. Furthermore, we demonstrate that overexpression of intronic lncRNAs derived from several other H3K27me3-enriched MAD-box genes is also sufficient to enhance the expression of their corresponding host genes. These results show that intronic lncRNAs derived from H3K27me3-enriched MADS-box genes can enhance the expression of their corresponding host genes by suppressing H3K27me3 and promoting H3K4me3. The study suggests that ectopically overexpressed intronic RNAs may regulate the expression of their host genes by affecting the occupancy of histone methyltransferases.

## Results

### Ectopically overexpressed *COLDAIR* enhances *FLC* expression *in vivo*

FLC is a MADS-box-containing transcriptional factor that functions as a critical flowering repressor in Arabidopsis^20^. The first intron of *FLC* is required for transcriptional regulation^22,34,35^. *COLDAIR*, an intronic lncRNA from the first intron of *FLC*, was known to promote H3K27me3 and thereby repress the transcription of *FLC*^12^, but how *COLDAIR* regulates H3K27me3 is largely unknown^36^. We developed a transgene system, in which the full-length or truncated sequences of the first *FLC* intron were overexpressed under the control of the *Cauliflower Mosaic Virus* (*CaMV*) *35S* promoter (Fig. 1A). FLC functions in a dosage-dependent manner to control flowering time in Arabidopsis^20,37^. In this transgene system, we found that the *35S-COLDAIR* T1 transgenic plants expressing the full-length *COLDAIR* showed significantly late flowering, whereas the transgenic plants harboring the *COLDAIR* sequence without the *35S* promoter did not exhibit significant changes in flowering time (Fig. 1A,B). To confirm the effect of the *COLDAIR* overexpression, we randomly selected 20 individual *35S-COLDAIR* T2 transgenic lines for determining *FLC* expression and flowering time. The results showed that 25% (5/20) of randomly selected *35S-COLDAIR* lines displayed late flowering, which is accompanied by the increased expression of *FLC* (Fig. 1C,D). The results suggest that the ectopic overexpression of *COLDAIR* can enhance the expression of *FLC in vivo*. We assessed the transcript levels of *FLC* and *COLDAIR* in different ecotypes of Arabidopsis by RT-qPCR. The result indicated that the transcript levels of *FLC* were different in the indicated ecotypes (Fig. S1). The different expression levels of *FLC* in these ecotypes are primarily due to nature variants of FRIGIDA, a transcriptional activator of *FLC*^38^. Moreover, the levels of *COLDAIR* are positively correlated with the *FLC* transcript levels in the indicated ecotypes (Fig. S1), suggesting that *COLDAIR* is unlikely to play a critical role in the repression of *FLC* expression.

**Figure 1:**
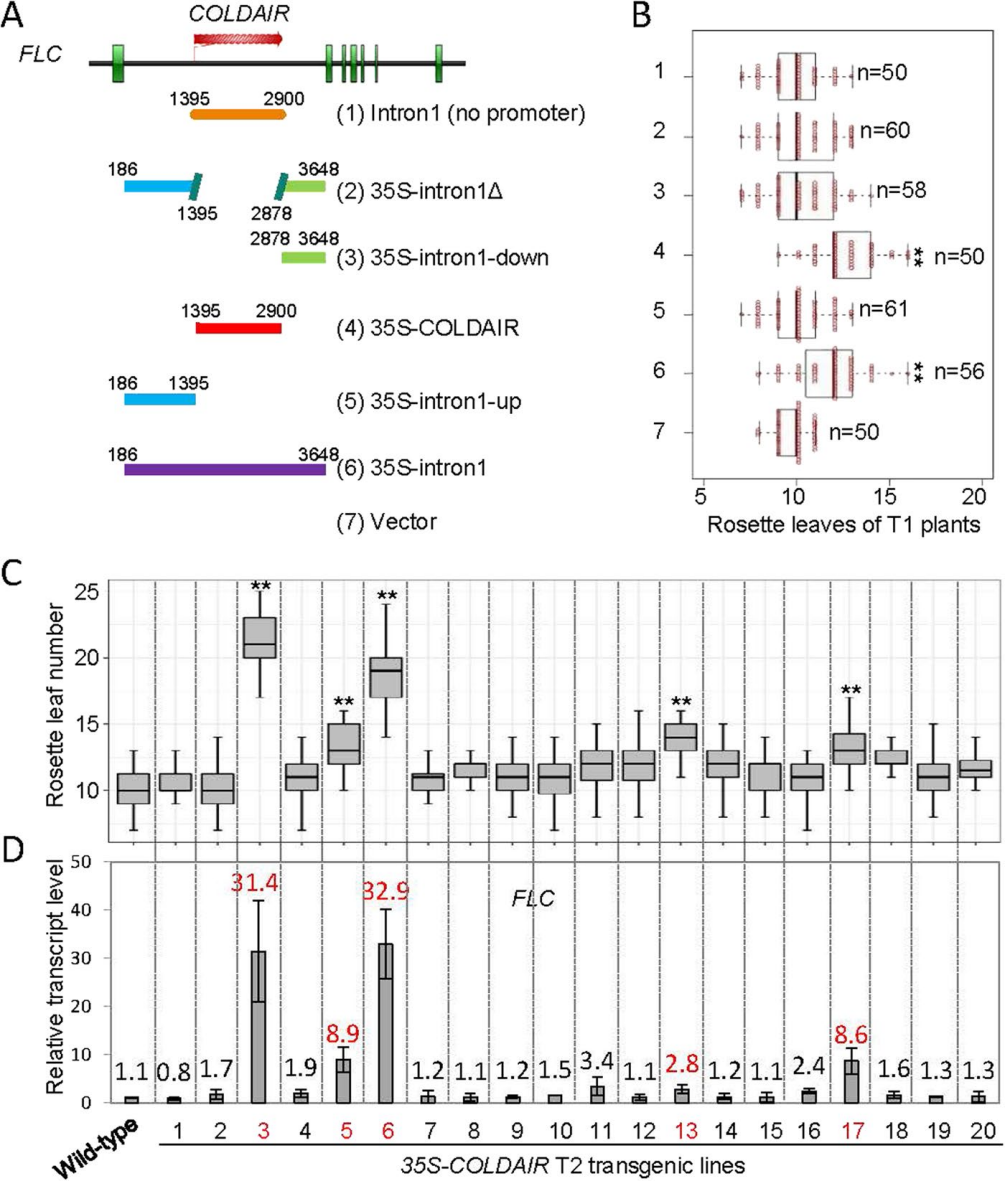
The exogenously overexpressed intronic noncoding RNA *COLDAIR* promotes the expression of its host gene *FLC*. **(A)** Diagrams indicating the truncated versions of *FLC* that were transformed into plants with or without the *CaMV 35S* promoter. **(B)** Box plots showing flowering times of randomly selected T1 transgenic plants. Flowering time was measured based on the number of rosette leaves, and “n” denotes the number of T1 transgenic plants. The number of rosette leaves for all tested plants is shown. Asterisks indicate that differences between wild-type plants and each set of transgenic plants were statistically significant (Student’s t test; **p < 0.001). **(C)** Flowering times of *35S-COLDAIR* T2 transgenic lines. Thirty-six T2 plants were scored for each line. Asterisks indicate that differences between wild-type plants and each of transgenic lines were statistically significant (Student’s t test; **p < 0.0001, *p < 0.001). **(D)** Transcript levels of *FLC* in 20 independent *35S-COLDAIR* T2 transgenic lines and in the wild type. A mix of at least 10 T2 transgenic plants were used for determination of the *FLC* transcript level in each transgenic line.

### The ectopically overexpressed *COLDAIR* specifically targets *FLC*

A high level of *FLC* expression is characteristic of the vernalization-responsive winter annual ecotypes of Arabidopsis, which are different from the rapid-cycling early-flowering ecotypes^20,38^. Vernalization reduces *FLC* expression and eliminates the late-flowering phenotype in the winter annual ecotypes. To elucidate the mechanism underlying the late-flowering phenotype of the *35S-COLDAIR* lines, we determined whether the effect of the *COLDAIR* overexpression on flowering time is related to vernalization. Two representative late-flowering *35S-COLDAIR* lines (*35S-COLDAIR #3* and *#17*) with or without vernalization treatment were chosen for the analysis of flowering time. The results showed that the late-flowering phenotype of both transgenic lines was corrected by the vernalization treatment (Fig. S2), which supports the notion that the late-flowering phenotype of the *COLDAIR* transgenic lines is caused by increased expression of *FLC*.

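The RNA-seq data comprise 4 paired-end libraries of poly-A RNA from 12-day-old seedlings grown at 22 °C with 16 h light and 8 h dark. The wild type, the accession Col-0, and the transgenic *35S-COLDAIR* seedlings, which transcribe the *COLDAIR* sequence of the first *FLC* intron from the constitutive *CaMV 35S* promoter, contributed 2 libraries each, numbered as replicates 1 and 2. The labels of the libraries give the genotype and the replicate, and the paper names the transgenic line as *35S-COLDAIR #3*. In Table S1, the paper reports 22427263 and 23211289 uniquely mapped reads for replicates 1 and 2 of Col-0, and 24561234 and 26513399 for replicates 1 and 2 of *35S-COLDAIR*. The authors mapped the clean reads to the TAIR10 genome with TopHat 2.1.0, allowing up to 2 mismatches, and calculated differentially expressed genes with cuffdiff 2.0.1. The values they deposited are FPKM (fragments per kilobase of transcript, scaled by the number of mapped fragments) for 33854 genes, in 2 tables that each hold 1 Col-0 and 1 *35S-COLDAIR* library of the same replicate number. The FPKM values of a library summed to between 928299.1 and 951939.8, and between 22411 and 22623 genes had a value above 0. The number of fragments behind each value is not part of the tables. Because FPKM divides by the number of mapped fragments, the lowest values of a gene fall on steps of 1 fragment, and the steps gave a depth of *35S-COLDAIR* relative to Col-0 of 1.09 in replicate 1 and 1.13 in replicate 2.
The value of a gene was taken as log2(FPKM + 1), and *35S-COLDAIR* was compared with Col-0 over the 4 libraries with limma, with a trend of the variance over expression and Benjamini-Hochberg adjustment. Each log2 fold change below is on the log2(FPKM + 1) scale, which understates the change of genes with low values. Genes with a mean of at least 0.5 FPKM over the 4 libraries were tested, 20142 in all. Both genotypes carry the same replicate numbers, and across these genes the deviations of same-numbered libraries from their genotype's mean had a correlation of 0.37. Results with the replicate number as a block, which compares the genotypes within each table, are therefore given beside those without it. The paper's text does not say whether the 2 tables were normalized together. Over 2 libraries against 2, an exact permutation test of a single gene has no p-value below 0.333, so the adjusted p-values rest on the variance that limma shares across genes.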

To investigate the effect of the *COLDAIR* overexpression at the whole-genome level, we performed RNA deep sequencing (RNA-seq) in order to compare the expression of all the flowering time related genes between the representative *35S-COLDAIR* line (*35S-COLDAIR #3*) and the wild type (Table S1). Our RNA-seq data showed that the expression of *FLC* was markedly increased in *35S-COLDAIR #3* (Fig. 2A; Data set 1). 

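*FLC* (AT5G10140) lies on chromosome 5 of TAIR10.1 from 3173382 to 3179448 on the minus strand. Its first intron, which holds the *COLDAIR* sequence, extends over 3493 bp from 3175662 to 3179154, between exon 1 (3179155 to 3179448) and exon 2 (3175604 to 3175661). The *FLC* level was 2.05 FPKM in replicate 1 and 1.13 FPKM in replicate 2 of Col-0, and 43.4 FPKM in replicate 1 and 37.6 FPKM in replicate 2 of *35S-COLDAIR*. The means were 1.59 ± 0.648 FPKM (SD, n = 2) in Col-0 and 40.5 ± 4.07 FPKM (SD, n = 2) in *35S-COLDAIR*. The log2 fold change was 4.02 (standard error 0.206, adjusted p = 0.0835 from limma with Benjamini-Hochberg adjustment), above the threshold of 0.05. Within the replicates it was 3.86 in replicate 1 and 4.18 in replicate 2. With the replicate number as a block, the same log2 fold change had a standard error of 0.118 and an adjusted p of 0.00349 from limma, past the threshold. With the block, the adjusted p from limma was again above the threshold without the filter on low values (0.0688) and without the variance trend (0.0871). With each library left out in turn, the log2 fold change of *FLC* stayed between 3.76 and 4.28. The value moved most when taken as the ratio of mean FPKM without a pseudocount, a calculation chosen after seeing the data, to 4.67, and a pseudocount of 0.1 FPKM in place of 1 FPKM gave 4.63. By the log2 fold change over the 4 libraries, *FLC* had the second largest increase of the 20142 tested genes. The gene with the larger increase, the microRNA gene MIR159b, was listed at 0 FPKM in both Col-0 libraries. Within the replicates *FLC* ranked 8 in replicate 1 and 6 in replicate 2, and with a pseudocount of 0.1 FPKM it ranked 10. The paper's text does not name the gene annotation or say whether strands were counted apart, so the share of *FLC* fragments that came from antisense transcripts or from the transgene is not known from the FPKM values. In the reference, the *COLDAIR* sequence lies outside the exons of *FLC*. The paper also reports higher *FLC* mRNA in *35S-COLDAIR* by RT-qPCR and by strand-specific sequencing, which were not analysed here.
The genes on either side of *FLC* changed by less. AT5G10130, from 3171266 to 3172701, was at 9.86 ± 2.59 FPKM (SD, n = 2) in Col-0 and 13.1 ± 0.141 FPKM (SD, n = 2) in *35S-COLDAIR*. Its log2 fold change was 0.40, with 0.65 in replicate 1 and 0.14 in replicate 2. The adjusted p was 1.00 from limma without the block and 0.599 with it. AT5G10150, from 3181938 to 3184110, was at 18.7 ± 3.29 FPKM (SD, n = 2) and 20.4 ± 2.66 FPKM (SD, n = 2), a log2 fold change of 0.13 with 0.17 in replicate 1 and 0.08 in replicate 2, and an adjusted p of 1.00 from limma without the block and 0.739 with it.

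**Figure D1:**
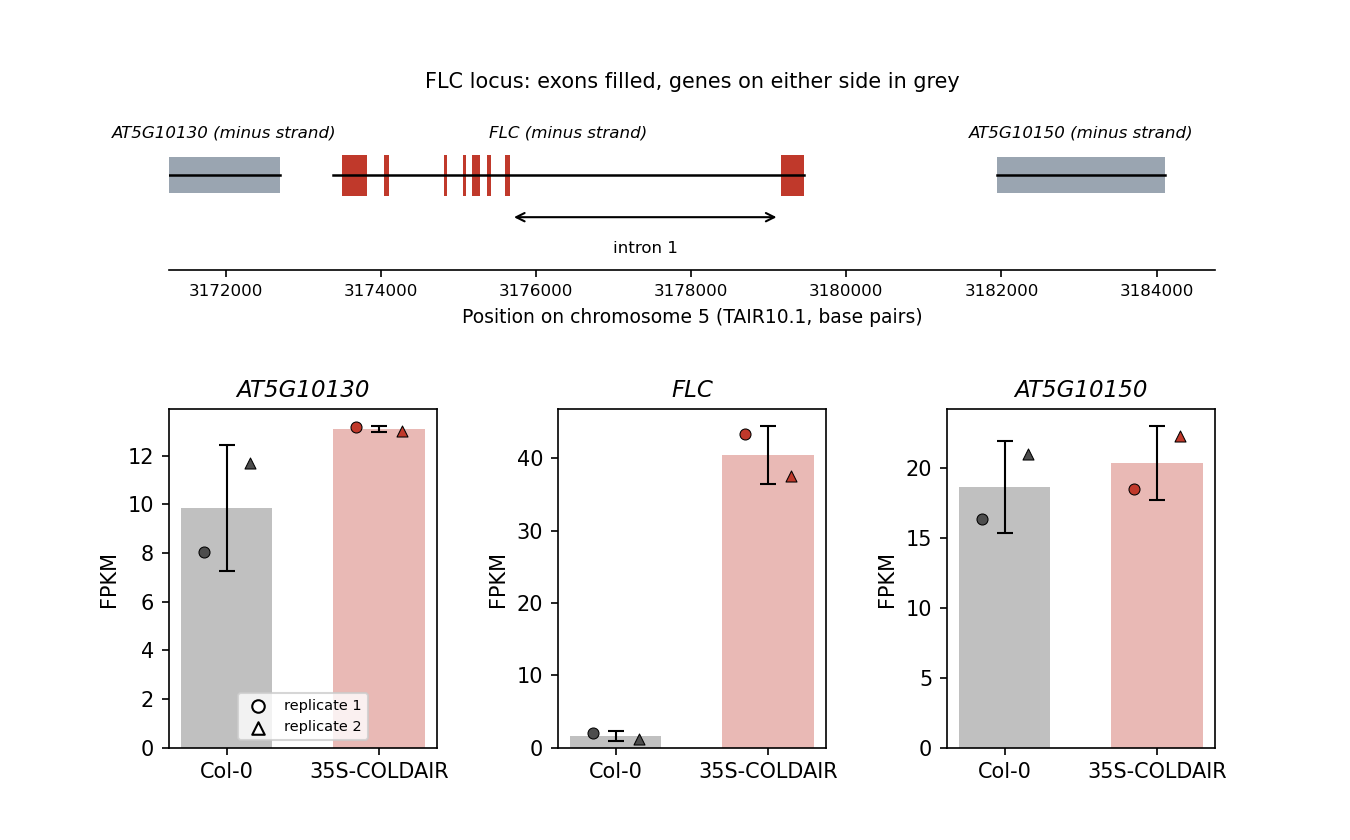
The *FLC* locus on chromosome 5 (top, positions in base pairs) and the FPKM of *FLC* and of the genes on either side in each library (bottom). Bars are means of 2 libraries, error bars are SD, circles are replicate 1 and triangles are replicate 2; *FLC* was at 43.4 and 37.6 FPKM in *35S-COLDAIR* against 2.05 and 1.13 FPKM in Col-0.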

Concomitantly, the expression of the key flowering promoter gene *FLOWERING LOCUS T* (*FT*) and of the critical floral meristem identity gene *APETALA1* (*AP1*) was significantly reduced (Fig. 2A; Data set 1). 

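*FT* (AT1G65480), on chromosome 1 of TAIR10.1 from 24331373 to 24333999, was at 0.879 FPKM in replicate 1 and 0.376 FPKM in replicate 2 of Col-0. It was at 0.443 FPKM in replicate 1 and 0.0664 FPKM in replicate 2 of *35S-COLDAIR*. Each *35S-COLDAIR* library was below the Col-0 library of the same replicate, but replicate 1 of *35S-COLDAIR* was above replicate 2 of Col-0. *AP1* (AT1G69120), on chromosome 1 from 25982294 to 25986349, was at 0.238 FPKM and 0.226 FPKM in replicates 1 and 2 of Col-0, and at 0.0439 FPKM and 0.120 FPKM in replicates 1 and 2 of *35S-COLDAIR*. Both genes were under the mean of 0.5 FPKM required for the genome-wide test, so their values come from a limma fit without that filter, over the 23869 genes with any value above 0. The log2 fold change of *FT* was -0.37 (standard error 0.231, adjusted p = 0.999 from limma), and that of *AP1* was -0.19 (standard error 0.0706, adjusted p = 0.999 from limma). With the replicate block, the adjusted p from limma was 0.696 for *FT* (standard error 0.0933) and 0.748 for *AP1* (standard error 0.0891). With a pseudocount of 0.1 FPKM, the log2 fold change was -1.18 for *FT* and -0.90 for *AP1*, neither past the threshold of 0.05. The MADS-box gene *SEP2* was at 0.198 and 0.188 FPKM in replicates 1 and 2 of Col-0 and listed at 0 in both *35S-COLDAIR* libraries. Its adjusted p from limma without the filter was still 0.999, and 0.699 with the block. Near the level of *AP1*, even complete loss thus did not pass, so these fits cannot speak against a reduction of *AP1*. Adjusted over the 10 genes of Fig. 2A alone, which are the paper's own calls on these data, *FT* passed without the filter when the block was used and not when it was left out, and *AP1* passed in neither fit.
The steps in the low FPKM values give the smallest whole numbers of fragments behind them. For *FT* these were 11 and 5 in replicates 1 and 2 of Col-0, and 6 and 1 in replicates 1 and 2 of *35S-COLDAIR*. For *AP1* they were 5 and 5 in Col-0, and 1 and 3 in *35S-COLDAIR*. Given that Col-0 held 47.4% of the depth, 16 fragments of *FT* in Col-0 against 7 in *35S-COLDAIR* had a p of 0.0374 in a two-sided exact binomial test, and 10 fragments of *AP1* against 4 had a p of 0.106. Over the 9 genes tested in this way, the Benjamini-Hochberg adjusted p of the exact binomial test was 0.168 for *FT* and 0.247 for *AP1*. These tests compare the libraries and not the genotypes, since they leave out the variation between seedlings. From the higher *FLC* and the lower *FT* and *AP1*, and from earlier reports that *FLC* lowers both genes, the paper proposes that the increase of *FLC* reduced *FT* and *AP1*.

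**Figure D2:**
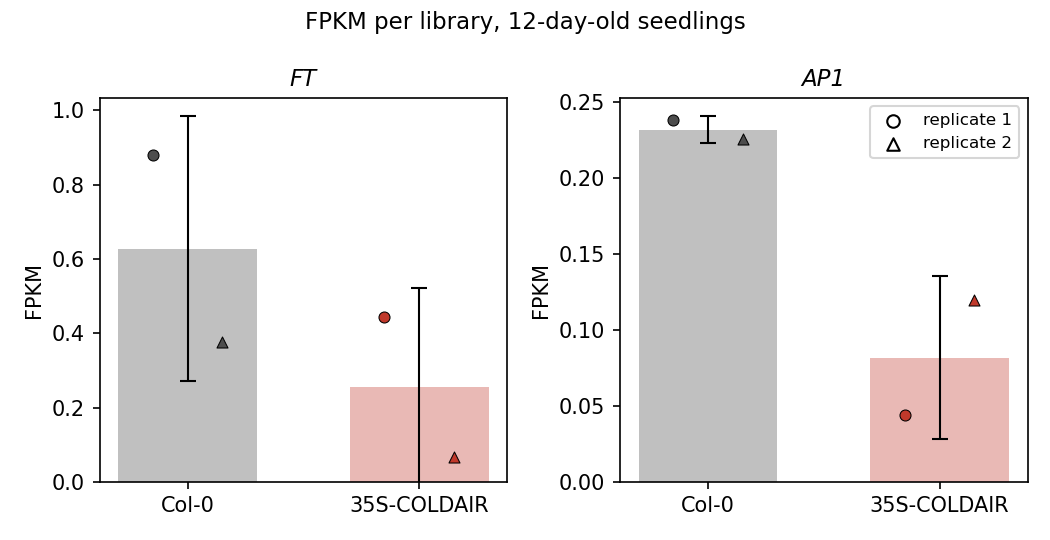
FPKM of *FT* (left) and *AP1* (right) in the libraries of Col-0 and *35S-COLDAIR*. Bars are means of 2 libraries, error bars are SD (ending at 0 for *FT* in *35S-COLDAIR*), circles are replicate 1 and triangles are replicate 2; replicate 2 of *35S-COLDAIR* was at 0.0664 FPKM for *FT* and 0.120 FPKM for *AP1*.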

Because *FLC* reduces the expression of *FT* and *AP1*^39,40^, reduced expression of *FT* and *AP1* is likely to be caused by the increased expression of *FLC*. To further verify whether a high level of *FLC* expression is required for the late-flowering phenotype, we crossed *35S-COLDAIR #3* with a loss-of function *flc* mutant (*flc-8*) to introduce the *flc* mutation into the *35S-COLDAIR* plants. The results showed that the late-flowering phenotype of *35S-COLDAIR #3* was completely suppressed by the *flc* mutation (Fig. 2B,C). These data demonstrate that the late-flowering phenotype of the *35S-COLDAIR* plants can be eliminated by the *flc* mutation, and indicate that the increased expression of *FLC* is responsible for the late-flowering phenotype of the *35S-COLDAIR* plants.

**Figure 2:**
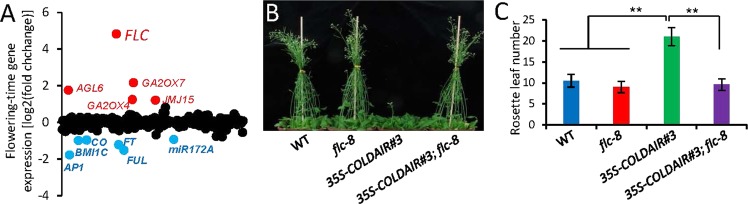
The overexpressed *COLDAIR* represses flowering by promoting the expression of *FLC*. **(A)** The effect of *35S-COLDAIR #3* on the expression of flower time-related genes as determined by RNA-seq. Each dot represents one flowering time-related gene. Significantly up- and down-regulated genes are shown in red and blue, respectively. **(B)** The late-flowering phenotype of *35S-COLDAIR #3* is eliminated in *flc-8* mutant plants under long-day conditions. The *flc-8* mutation was introduced into *35S-COLDAIR #3* by genetic crossing. **(C)** Flowering times of indicated plants measured by the number of rosette leaves. Asterisks indicate statistically significant differences (Student’s t test; **p < 0.01).

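The paper's own list of flowering time-related genes (Data set 1) was not used here. In its place, 164 well-known flowering-time genes were listed beforehand, of which 142 were tested. Of these, 0 passed an adjusted p of 0.05 from limma over all tested genes, and 6 had an unadjusted p under 0.05. Adjusted over the 142 genes alone, *FLC* passed. With the replicate block, *FLC* passed over all tested genes, *FLC* and *SOC1* passed over the list alone, and 19 genes had an unadjusted p under 0.05. These 19 include the clock genes *CCA1*, *LHY*, *LUX* and *PRR5*, which also differed between the replicates. The closing part gives a shift of clock-controlled genes between the genotypes, so the 19 cannot be read as a flowering-time response alone. On the log2(FPKM + 1) scale, the log2 fold change was within 0.5 of 0 for 136 of the 142 genes, and *FLC* was the one gene that reached 1 in size. With a pseudocount of 0.1 FPKM, *FUL* at -1.35 and *GA2OX4* at 1.05 also reached 1 in size. *FT* and *AP1* were under the filter and are not among the 142 genes. *SOC1* (AT2G45660), a flowering promoter, was at 68.2 ± 4.26 FPKM (SD, n = 2) in Col-0 and 39.3 ± 4.41 FPKM (SD, n = 2) in *35S-COLDAIR*. Its log2 fold change was -0.79 (standard error 0.110, adjusted p = 1.00 from limma over all genes), with -0.83 in replicate 1 and -0.74 in replicate 2. With the replicate block it had a standard error of 0.0647 and an adjusted p of 0.0867 from limma.
The MIKC MADS-box genes are the relatives of *FLC* that share its domain structure, and 22 of the 38 besides *FLC* were tested. Of these, 0 passed over all tested genes without the block, with 3 at an unadjusted p under 0.05, and 0 passed with it, with 7 at an unadjusted p under 0.05. Adjusted over the 22 genes alone, *SOC1* and *FUL* passed in both fits, and both were lower in *35S-COLDAIR*. The log2 fold changes of the 22 genes ranged from -0.92 to 0.58. Among the closest relatives of *FLC*, the log2 fold change was 0.09 for *MAF1*, -0.18 for *MAF2*, -0.02 for *MAF3*, 0.38 for *MAF4* and 0.58 for *MAF5*.
Over all 20142 genes, 1 was higher and 1 was lower in *35S-COLDAIR* at an adjusted p under 0.05 from limma, and 522 had an unadjusted p under 0.05. That is a smaller share than the 0.05 expected if no gene differed, so the p-values without the block run high. The fit without the block leaves the variation shared by same-numbered libraries in its error. The higher gene was MIR159b (AT1G18075), listed at 0 FPKM in both Col-0 libraries and at 44.7 and 36.7 FPKM in *35S-COLDAIR*. The lower gene was AT4G36791, at 17.2 and 16.0 FPKM in Col-0 and listed at 0 FPKM in both *35S-COLDAIR* libraries. The adjusted p of each was 0.0141 from limma. Among the alternatives set beforehand, the replicate block moved the numbers most, to 3 higher and 4 lower genes, with 1608 at an unadjusted p under 0.05. The genes added by the block were *FLC*, AT3G48660, AT5G57080, *BHLH100* and AT1G47395. AT3G48660 was listed at 0 FPKM in both Col-0 libraries and at 5.88 and 6.34 FPKM in *35S-COLDAIR*, and AT5G57080 was at 76.1 and 37.4 FPKM in Col-0 and listed at 0 FPKM in both *35S-COLDAIR* libraries. An exact 0 in FPKM tables can be a failed estimate, and 12 genes were listed at 0 in both libraries of one genotype and at 1 FPKM or more in both of the other, against 16 when the libraries were grouped by replicate number and 5 when they were grouped crosswise. *BHLH100* (AT2G41240) had a log2 fold change of -1.57, with an adjusted p from limma of 1.00 without the block (standard error 0.516) and 0.0328 with it (standard error 0.0858). The *BHLH100* level was 36.2 and 16.1 FPKM in replicates 1 and 2 of Col-0 and 11.2 and 4.95 FPKM in *35S-COLDAIR*, so the replicates of one genotype also differed. AT1G47395 was at 111 and 47.5 FPKM in Col-0 and at 50.3 and 22.2 FPKM in *35S-COLDAIR*, a log2 fold change of -1.10, and its values overlap between the genotypes. Its adjusted p from limma was 1.00 without the block and 0.0335 with it. Under the rule for naming genes, which fills each direction to 5 genes, *FLC*, AT3G48660, AT1G31900 and AT2G01422 were the next largest increases after MIR159b. AT1G31900 was listed at 0 FPKM in both Col-0 libraries and at 11.6 and 2.78 FPKM in *35S-COLDAIR*, and AT2G01422 was at 1.35 and 3.54 FPKM in Col-0 and at 11.0 and 14.9 FPKM in *35S-COLDAIR*. The decreases were filled with AT5G57080, AT3G49551, AT1G53690 and AT3G14981. AT1G53690 was at 5.32 and 4.63 FPKM in Col-0 and listed at 0 FPKM in both *35S-COLDAIR* libraries. AT3G49551 and AT3G14981 were listed at 0 FPKM in replicate 1 of *35S-COLDAIR* alone, with 167, 180 and 149 FPKM for AT3G49551 and 22.5, 20.4 and 16.9 FPKM for AT3G14981 in replicates 1 and 2 of Col-0 and in replicate 2 of *35S-COLDAIR*.
For genes the paper names in its other experiments, the log2 fold change was 0.17 for *CLF*, 0.02 for *ATX1*, -0.01 for *DCL2*, -0.01 for *DCL3*, 0.11 for *DCL4*, -0.18 for *WDR5a*, -0.11 for *FRI*, 0.01 for *ELF6*, 0.16 for *REF6* and -0.39 for *AGL24*, none past the threshold with or without the block. *AGL24* was lower in both replicates, and *FUL*, also among these genes, had the lowest value of the 22 MIKC genes. *AG*, *AGL11*, *SEP1*, *SEP2*, *LEC2* and *FUS3* were below a mean of 0.5 FPKM, and *LEC1* was listed at 0 in all 4 libraries.

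**Figure D3:**
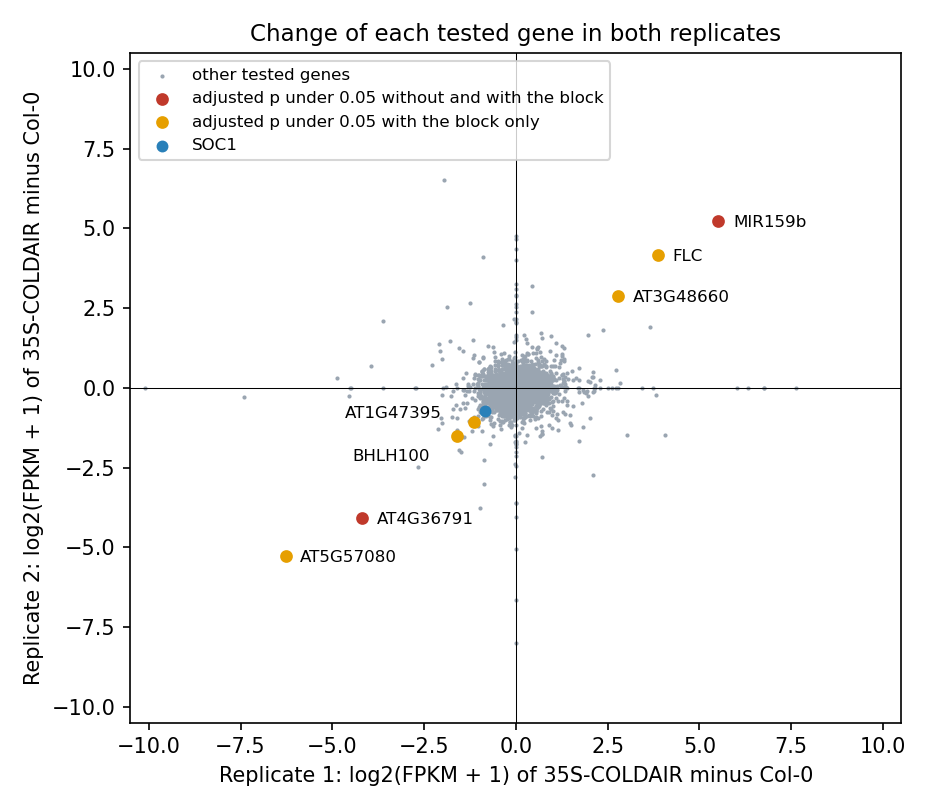
Difference in log2(FPKM + 1) between *35S-COLDAIR* and Col-0 in replicate 1 (horizontal axis) and replicate 2 (vertical axis) for each of the 20142 tested genes. Red points are the genes with an adjusted p under 0.05 with and without the replicate block, orange points those with an adjusted p under 0.05 with the block but not without it, and the blue point is *SOC1*; *FLC* is at 3.86 and 4.18.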

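Of the genes that Fig. 2A labels as changed, BMI1C was not analysed here, because the gene names of the reference did not match it to an identifier, which leaves 10 genes. Of these, *FLC*, *FUL*, *GA2OX4* and *CO* reached a mean of 0.5 FPKM and were tested. Without the block, 0 of the 4 passed an adjusted p of 0.05 over all tested genes and 3 had an unadjusted p under 0.05, and with the replicate block *FLC* passed. The paper's calls rest on cuffdiff, so these counts and the paper's come from unlike tests. Adjusted over the 4 genes alone, which are the paper's own calls on these data, *FLC* and *FUL* passed in both fits. Without the filter on low values, *GA2OX4* also passed among the 10 genes alone, and with the block and no filter, a combination chosen after seeing the data, *FT* passed among them as well. *FUL* (AT5G60910) was at 3.01 ± 0.258 FPKM (SD, n = 2) in Col-0 and 1.12 ± 0.0919 FPKM (SD, n = 2) in *35S-COLDAIR*, a log2 fold change of -0.92 (standard error 0.142, adjusted p = 1.00 from limma; with the block, standard error 0.159 and adjusted p = 0.443). *GA2OX4* (AT1G47990) was at 0.386 ± 0.0758 FPKM (SD, n = 2) in Col-0 and 0.904 ± 0.0239 FPKM (SD, n = 2) in *35S-COLDAIR*, a log2 fold change of 0.46 (adjusted p = 1.00 from limma, and 0.658 with the block). *CO* (AT5G15840) was at 1.05 and 0.805 FPKM in replicates 1 and 2 of Col-0 and at 0.259 and 0.718 FPKM in *35S-COLDAIR*. Its log2 fold change was -0.70 in replicate 1 and -0.07 in replicate 2 (adjusted p = 1.00 from limma, and 0.745 with the block).
The other 6 genes were under the filter, and each rests on few fragments. *FT* and *AP1* are given at their own claim. *AGL6* (AT2G45650) was at 0.0558 and 0 FPKM in replicates 1 and 2 of Col-0 and at 0.0514 and 0.140 FPKM in *35S-COLDAIR*, which is 1 and 0 fragments against 1 and 3. *GA2OX7* (AT1G50960) was at 0.0623 and 0 FPKM in Col-0 and at 0.230 and 0.0520 FPKM in *35S-COLDAIR*, which is 1 and 0 fragments against 4 and 1. *JMJ15* (AT2G34880) was at 0 and 0.0397 FPKM in Col-0 and at 0.0573 and 0.0351 FPKM in *35S-COLDAIR*. *miR172A* (AT2G28056) was at 0.166 and 0.105 FPKM in Col-0 and at 0.0509 and 0.231 FPKM in *35S-COLDAIR*, lower in replicate 1 and higher in replicate 2. In a limma fit without the filter, the adjusted p was 0.999 for each of these 4 genes, and with the block it was between 0.772 for *GA2OX7* and 0.996 for *miR172A*.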

### The exogenous *COLDAIR* functions in the form of double-stranded RNAs *in vivo*

To investigate how the exogenous *COLDAIR* transcripts affect the expression of *FLC* in the *35S-COLDAIR* plants, we performed RT-qPCR to detect the exogenous *COLDAIR* transcripts, and found that both sense- and antisense-strands of the exogenous *COLDAIR* RNA were significantly increased (Fig. 3A). To assess whether the exogenous *COLDAIR* is in the form of double-stranded RNAs (dsRNAs), total RNA was treated with RNase one, which specifically digests single-stranded RNAs (ssRNAs), or with RNase III, which digests only dsRNAs, followed by RT-qPCR^41^. The results showed that, without the RNase treatment, the levels of both the *FLC* mRNA and the exogenous *COLDAIR* were significantly higher in the *35S-COLDAIR* plants than in the wild type (Fig. 3B). After treated with RNase one, the high *FLC* mRNA level in the *35S-COLDAIR* lines was markedly reduced, whereas the exogenous *COLDAIR* transcript level was only slightly reduced (Fig. 3B). After treated with RNase III, the *FLC* mRNA level remained significantly higher in the *35S-COLDAIR* plants than in the wild-type plants, whereas the exogenous *COLDAIR* transcripts were almost completely restored to the wild-type level (Fig. 3B). These results suggest that, while the *FLC* mRNA occurs as ssRNAs, the *35S-COLDAIR* produces dsRNAs.

**Figure 3:**
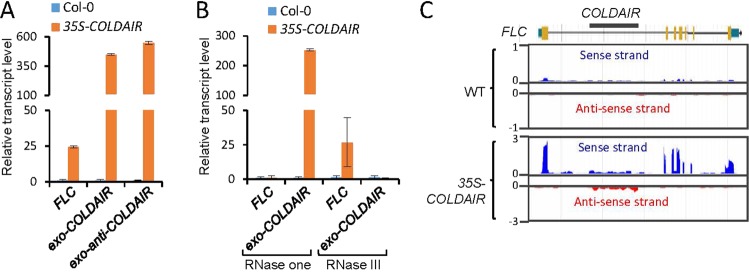
The exogenous transgenic *COLDAIR* produces double-stranded RNA *in vivo*. **(A)** RT-qPCR analysis of *FLC* mRNA and sense and antisense strands of exogenous *COLDAIR* in the wild-type Col-0 and in the *35S-COLDAIR* transgenic line. Error bars are SD of three replicates. **(B)** Analysis of *FLC* mRNA and exogenous *COLDAIR* with or without RNase treatment *in vitro*. RNase one (Promega, M4261) is an ssRNA specific ribonuclease, and RNase III (NEB, M0245) mediates the cleavage of double-stranded RNAs. **(C)** Snapshots of sense and antisense *FLC* transcripts in the wild type and the *35S-COLDAIR* transgenic plants. Sense and antisense transcripts are shown in blue and red, respectively.

We performed strand-specific transcriptome analysis in the wild type and the *35S-COLDAIR* plants to further determine whether the *COLDAIR* transcripts can form dsRNAs. The data showed that the *FLC* mRNA level was significantly increased in the *35S-COLDAIR* plants (Fig. 3C), which is consistent with the RNA-seq data indicated above (Fig. 2C). Both sense and antisense RNAs of *COLDAIR* were significantly higher in the *35S-COLDAIR* plants than in the wild type (Fig. 3C). These results therefore suggest that the exogenously expressed *COLDAIR* results in the production of dsRNAs.

### The exogenously expressed *COLDAIR* RNA may directly promote *FLC* expression without producing small RNAs or small peptides

Small RNAs derived from dsRNAs can not only suppress but also activate transcription^42^. To investigate whether small RNAs are generated from the *COLDAIR* dsRNA, we carried out small RNA deep sequencing in wild-type and *35S-COLDAIR* plants. The data showed that small RNAs from the *COLDAIR* sequence were enriched in the *35S-COLDAIR* plants but not in the wild-type plants (Fig. 4A). The sizes of these small RNAs were predominantly 21 nt, 22 nt, and to a lesser extent 24 nt (Fig. 4B). In Arabidopsis, there are four DCLs (Dicer-like proteins) responsible for generating distinct small RNAs. Whereas DCL1 is responsible for the cleavage of ssRNAs into 21-nt miRNAs, the other three DCLs are responsible for generating small RNAs from dsRNA precursors^43,44^. DCL2 plays a role in the formation of 22-nt natural antisense or viral siRNAs; DCL3 is involved in the biogenesis of 24-nt heterochromatic siRNAs; and DCL4 produces 21-nt siRNAs from inverted repeated (IR) genes and ta-siRNAs^45^.

**Figure 4:**
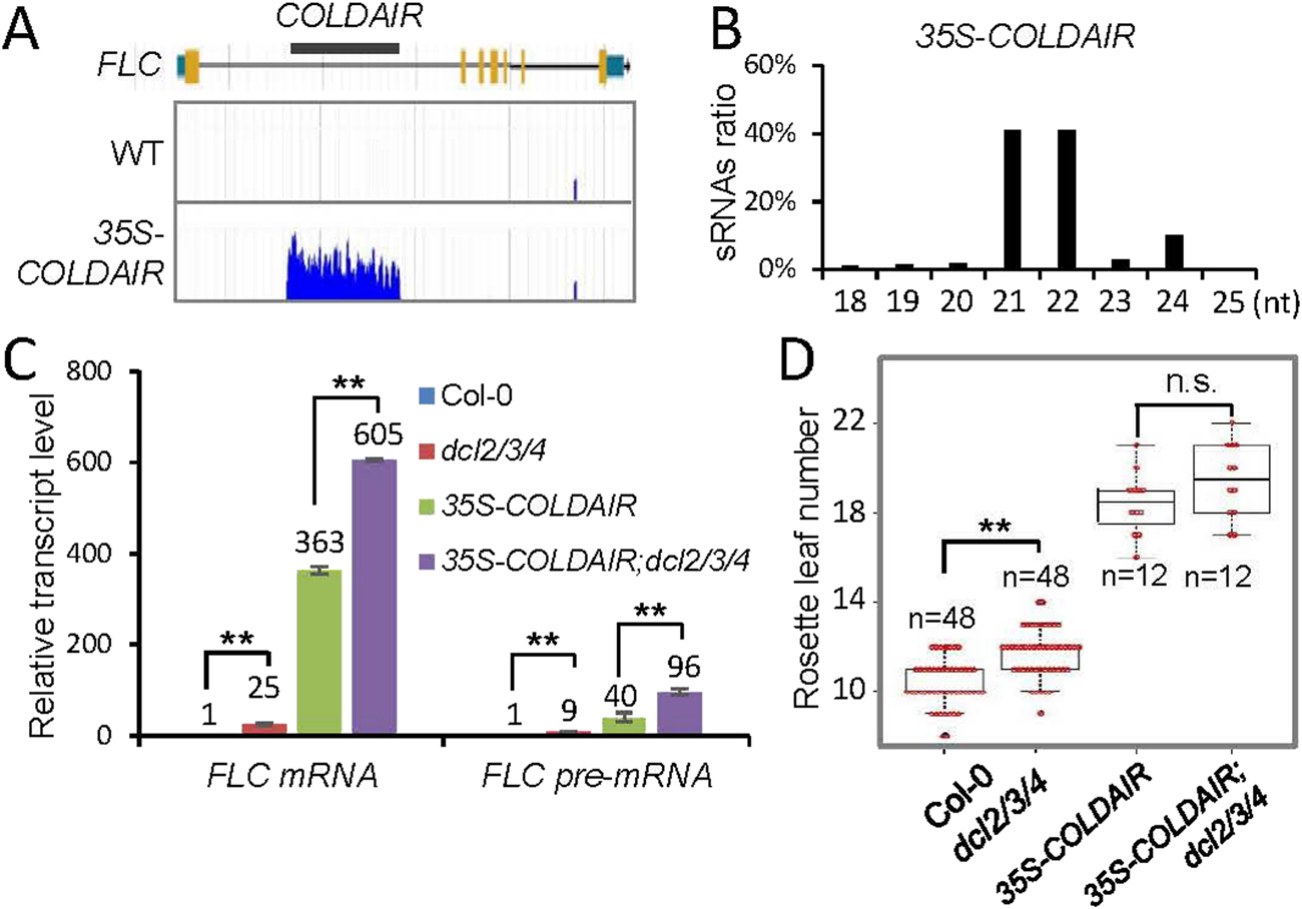
The effect of *COLDAIR* overexpression on activation of *FLC* is independent of the production of small RNAs. **(A)** Snapshots of small RNAs derived from *COLDAIR* in the wild type and the *35S-COLDAIR* #3 transgenic line. **(B)** Percentage of different sizes of small RNAs derived from the *COLDAIR* locus in the *35S-COLDAIR* #3 transgenic line as determined by small RNA deep sequencing. **(C)** The effect of *dcl2/3/4* on levels of *FLC* mRNA and *COLDAIR* transcripts in the wild type and the *35S-COLDAIR* #3 transgenic line as determined by RT-qPCR. Error bars are SD of three replicates. Asterisks indicate the significance of difference (Student’s t test; **p < 0.01). **(D)** The effect of *dcl2/3/4* on flowering time in the wild type and the *35S-COLDAIR* #3 transgenic line. Numbers of rosette leaves on the indicated plants are shown by box plots. “n” denotes the number of plants scored for each genotype. Asterisks indicate the significance of difference (Student’s t test; **p < 0.01). “n.s.”, not statistically significant.

Given that the exogenous *COLDAIR* produces small RNAs, we determined whether DCLs contribute to the regulation of *FLC* expression via generating the small RNAs. We introduced the *35S-COLDAIR* transgene into the *dcl2/3/4* triple mutant by genetic crossing, and then compared the effects of the exogenous *COLDAIR* on *FLC* expression between the wild-type and *dcl2/3/4* mutant backgrounds. Our RT-qPCR results showed that, while *FLC* expression was enhanced by both the overexpressed *COLDAIR* and the *dcl2/3/4* mutation, *FLC* expression was significantly enhanced by the *dcl2/3/4* mutation in the *35S-COLDAIR* line (Fig. 4C). The late-flowering phenotype of the *35S-COLDAIR* line was slightly enhanced by the *dcl2/3/4* mutation but the enhancement was not significant as determined by a statistical analysis (Fig. 4D). It is possible that the increase in *FLC* expression caused by the *dcl2/3/4* mutation is not sufficient to further delay flowering in the *35S-COLDAIR* background. These results indicated that, whether or not *COLDAIR* is overexpressed, DCL2/3/4 suppress rather than promote *FLC* expression, suggesting that the full-length exogenous *COLDAIR* RNAs, but not the small RNA byproducts, are responsible for the promotion of *FLC* expression.

Small peptides from lncRNAs were previously found to be involved in the regulation of gene expression and development^46,47^. Thus, the exogenous *COLDAIR* may enhance *FLC* expression by encoding small peptides. According to the putative open reading frames (ORFs) in *COLDAIR*, we truncated the *COLDAIR* sequences into three parts, which may translate different versions of peptides (Fig. S3A). Although the three truncated *COLDAIR* sequences were overexpressed under the control of the *35 S* promoter in their corresponding transgenic plants, they failed to significantly affect *FLC* expression or flowering time (Fig. S3B,C). The results suggest that the exogenous *COLDAIR* transcripts do not promote *FLC* expression by expressing small peptides. Thus, the full-length exogenous *COLDAIR* transcripts may directly enhance *FLC* expression *in vivo*.

### The exogenously overexpressed *COLDAIR* reduces H3K27me3 and increases H3K4me3

In *Arabidopsis*, *FLC* chromatin is marked by both H3K27me3, H3K4me3, and H3K36me3^21,48,49^. We carried out chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) to determine whether the exogenously overexpressed *COLDAIR* affects *FLC* expression by regulating H3K27me3 and H3K4me3. Consistent with previous studies^48,49^, our ChIP-seq results indicated that, in the wild type, H3K27me3 was enriched throughout the full length of the *FLC* genomic region and H3K4me3 was specifically enriched at the region shortly after the transcription start site (Fig. 5A). In the *35S-COLDAIR* transgenic line, the H3K27me3 level was significantly lower than in the wild type, whereas the H3K4me3 level was significantly higher than in the wild type (Fig. 5A). The aberrant H3K27me3 and H3K4me3 signals of the *COLDAIR* region in the *35S-COLDAIR* transgenic line were most likely due to the presence of the exogenous *COLDAIR* in the transgenic line, which could not be distinguished from the endogenous *COLDAIR* region by ChIP-seq.

**Figure 5:**
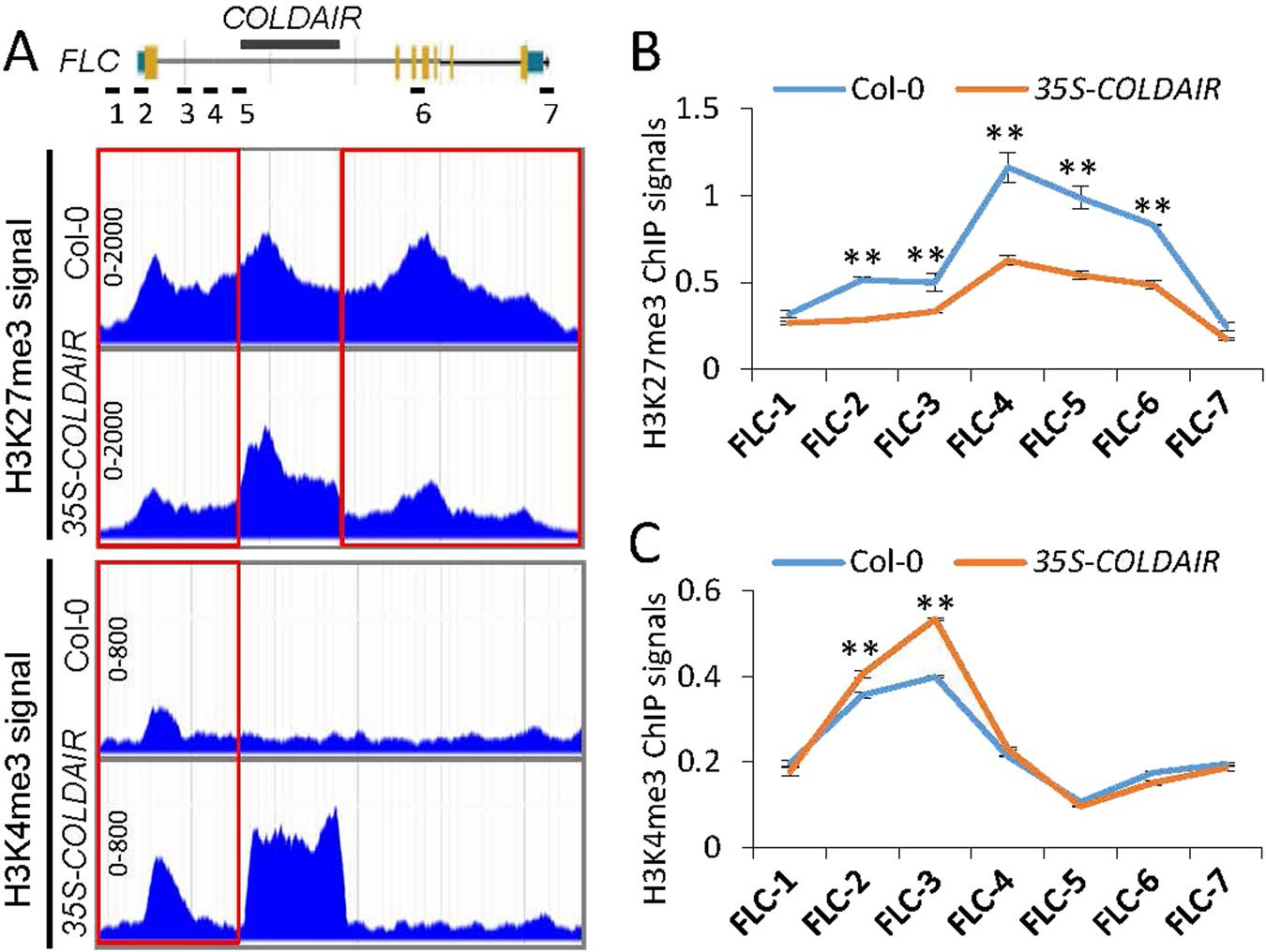
The overexpressed *COLDAIR* suppresses H3K27me3 levels and enhances H3K4me3 levels at the *FLC* locus. **(A)** Snapshots of H3K27me3 and H3K4me3 ChIP-seq signals at the *FLC* genomic locus in the wild type and the *35S-COLDAIR* #3 transgenic line. A schematic representation of the *FLC* genomic locus is at the top. Exons, introns, untranslated regions are indicated by yellow boxes, grey lines, and blue boxes, respectively. The *COLDAIR* locus is labelled. **(B,C)** ChIP-qPCR analysis of H3K27me3 (**B**) and H3K4me3 (**C**) levels at indicated *FLC* regions in the wild type and the *35S-COLDAIR* #3 transgenic line. H3K27me3 and H3K4me3 levels were normalized to those of internal reference genes *STM* and *ACT7*, respectively. Error bars are the SD of three replicates. Asterisks indicate that the enrichment of H3K27me3 is significantly reduced or the enrichment of H3K4me3 is significantly increased in the *35S-COLDAIR* transgenic plants as compared to the Col-0 control at indicated loci (Student’s t test; **p < 0.01).

To further validate the effect of the exogenous *COLDAIR* on H3K27me3 and H3K4me3, we performed ChIP followed by PCR (ChIP-PCR) in the wild-type Col-0 control and the *35S-COLDAIR* transgenic line. In particular, we assessed the H3K27me3 and H3K4me3 levels of the endogenous *COLDAIR* region by using a pair of primers that can specifically amplify the fragment (the 5^th^ fragment) covering the edge of the endogenous *COLDAIR* region. The results indicated that the H3K27me3 level of the full-length *FLC* was lower in the *35S-COLDAIR* transgenic line than in Col-0 even in the endogenous *COLDAIR* region (Fig. 5B). The H3K4me3 ChIP-PCR experiment also confirmed the increase of H3K4me3 at the region shortly after the transcription start site of *FLC* in the *35S-COLDAIR* transgenic line (Fig. 5C). Moreover, the H3K4me3 enrichment in the endogenous *COLDAIR* region (the 5^th^ fragment) of the *35S-COLDAIR* transgenic line was not detected by ChIP-PCR (Fig. 5C), confirming that the aberrant H3K27me3 and H3K4me3 signals identified by ChIP-seq in the *COLDAIR* region of the *35S-COLDAIR* transgenic line was from the exogenous *COLDAIR* rather than from the endogenous *COLDAIR*. These results therefore demonstrate that the exogenous *COLDAIR* promotes *FLC* expression by reducing H3K27me3 levels and increasing H3K4me3 levels.

### CLF and ATX1 are involved in the regulation of *FLC* expression by exogenous *COLDAIR*

CLF is a major histone H3K27 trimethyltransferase in the Arabidopsis PcG complex^24–26^. In the *clf* mutant, the H3K27me3 level of *FLC* is reduced, which results in an increase of *FLC* expression^23^. To investigate whether the PcG complex is related to the increase of *FLC* expression, we crossed the *35S-COLDAIR* line with the *clf* mutant to determine the effect of *clf* on *FLC* expression. Our RT-qPCR result showed that the transcript level of *35S-COLDAIR* is not significantly affected in the *clf* mutant compared to the wild type (Fig. S4). In the wild-type background, the *clf* mutation significantly (Student’s t test; p < 0.01) enhanced *FLC* expression (Fig. 6A). In the *35S-COLDAIR* line, however, the *FLC* expression level was markedly higher than in the wild type, and the *clf* mutation only slightly enhanced *FLC* expression (Fig. 6A). Considering that CLF is a major histone H3K27 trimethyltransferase in the PcG complex, we predicted that the overexpressed *COLDAIR* may promote *FLC* expression at least partially through suppressing the function of the PcG complex in H3K27me3.

**Figure 6:**
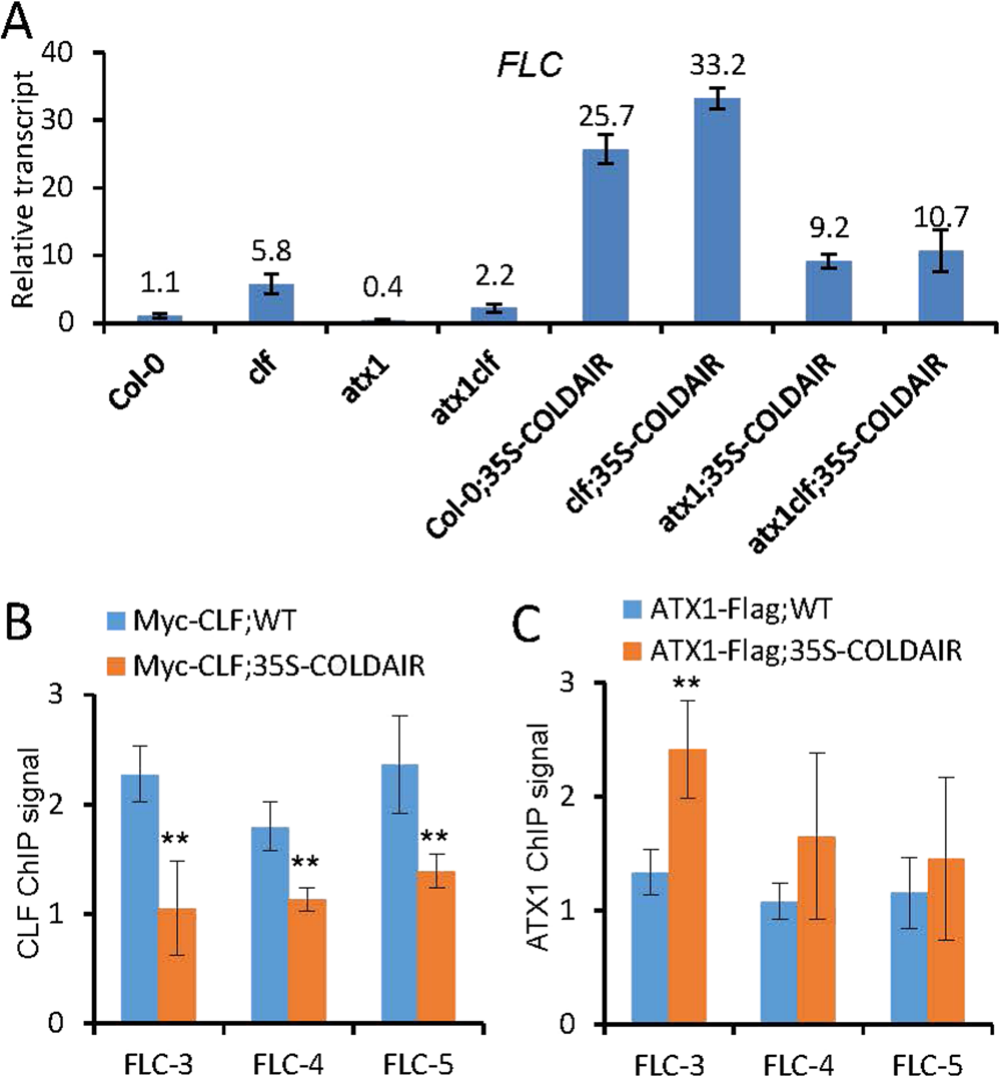
The overexpressed *COLDAIR* affects the occupancy of CLF and ATX1 on the *FLC* locus. **(A)** The effect of *clf* and *atx1* mutations on the activation of *FLC* by *COLDAIR* overexpression. The *FLC* transcript levels were determined by RT-qPCR in the indicated genotypes. The *clf* and *atx1* mutations were introduced into the *35S-COLDAIR* #3 transgenic line by genetic crossing. Error bars are the SD of three replicates. **(B,C)** ChIP-qPCR analysis of tagged CLF (**B**) and ATX1 (**C**) levels at indicated *FLC* regions in the wild type and the *35S-COLDAIR* #3 transgenic line. The overexpressed *COLDAIR* was introduced into *Myc-CLF* and *ATX1-flag* transgenic plants by genetic crossing. The ChIP-qPCR signal on *ACT7* was used as a control for normalization. Error bars are the SD of at least two biological replicates.

Trithorax Group complexes (TrxG) are responsible for establishment of H3K4me3 at the *FLC* chromatin and thereby facilitate *FLC* expression^27^. ATX1 is a major histone H3K4 methyltransferase subunit of the TrxG complex^50,51^. In the *atx1* mutant, the *FLC* expression was reduced, which led to an early-flowering phenotype^27^. To investigate whether the TrxG complex is involved in the regulation of *FLC* expression by the exogenous *COLDAIR*, we crossed the *35S-COLDAIR* line with the *atx1* mutant and determined how the *atx1* mutation affects *FLC* expression in the *35S-COLDAIR* line. The transcript level of *COLDAIR* in the *35S-COLDAIR* line is comparable between the wild-type and *atx1* mutant backgrounds as determined by RT-qPCR (Fig. S4). Consistent with the previous study^27^, our RT-qPCR experiment showed that, the *atx1* mutation significantly reduced *FLC* expression in the wild-type background (Fig. 6A). *FLC* expression was reduced by the *atx1* mutation in the *35S-COLDAIR* line as well as in the wild type even though the basic *FLC* expression level was significantly higher in the *35S-COLDAIR* line than in the wild type (Fig. 6A), suggesting that the increase of *FLC* expression caused by the *COLDAIR* overexpression is partially dependent on ATX1. Given that ATX1 is a major histone H3K4 methyltransferase in the TrxG complex, the results indicate that *FLC* expression depends, at least partially, on the TrxG complex.

To further investigate how the histone H3K27 methyltransferase CLF and the histone H3K4 methyltransferase ATX1 are coordinated to facilitate *FLC* expression in the *35S-COLDAIR* lines, we generated a *clf/atx1* double mutant in the *35S-COLDAIR* and wild-type backgrounds by genetic crossing. RT-qPCR indicated that the transcript level of *COLDAIR* in the *35S-COLDAIR* line is not significantly affected in the *clf/atx1* mutant relative to the wild type (Fig. S4).

In the wild type background, the *FLC* expression level was reduced in the *atx1* mutant, but the reduction of *FLC* expression was partially restored by the *clf* mutation in the *clf/atx1* double mutant (Fig. 6A), suggesting that CLF and ATX1 cooperate to regulate *FLC* expression. In the *35S-COLDAIR* line, however, the reduction of *FLC* expression caused by the *atx1* mutation failed to be restored by the *clf* mutation (Fig. 6A). As indicated above (Fig. 6A), the *clf* mutation also had a very weak effect on *FLC* expression in the *35S-COLDAIR* line even when ATX1 was not mutated. These results suggest that the promotion of *FLC* expression by the *COLDAIR* overexpression is related to CLF and ATX1.

### *COLDAIR* suppresses CLF occupancy and increases ATX1 occupancy on *FLC*

Both CLF and ATX1 were previously shown to directly interact with the *FLC* chromatin in order to regulate transcription^23,27^. We performed ChIP-qPCR using Myc-tagged *CLF* and Flag-tagged *ATX1* transgenic plants to determine whether the overexpressed *COLDAIR* affects the occupancy of CLF and ATX1 at the *FLC* chromatin loci. We found that, in the *35S-COLDAIR* plants, the enrichment of CLF was significantly lower than in the wild type (Fig. 6B), whereas the enrichment of ATX1 was significantly higher than in the wild type (Fig. 6C). These data suggest that the overexpressed *COLDAIR* somehow modulates the occupancy of CLF and ATX1 on the *FLC* chromatin and thereby regulates H3K27me3 and H3K4me3, respectively.

### Activation of host genes by intronic RNAs is conserved in MIKC MADS-box genes

In Arabidopsis, there are 107 genes encoding MADS-box proteins, which are involved in various development processes^52^. Based on the homology of the conserved MADS box, 39 MADS-box proteins including FLC were classified as MIKC MADS-box proteins^52^. Many MIKC MADS-box genes are enriched with H3K27me3 as determined by whole-genome ChIP-seq analyses^48,53^. Because overexpression of the first intron of *FLC* enhances *FLC* expression through repression of H3K27me3, we asked whether the function of intronic lncRNAs is conserved in the other MIKC MADS-box genes.

We assessed the intron length of MIKC MADS-box genes and found that the MIKC MADS-box genes have larger intron sizes than the other protein-coding genes in Arabidopsis (Fig. 7A). Therefore, we predicted that overexpression of intronic lncRNAs from the other MIKC MADS-box genes may also enhance the expression of their corresponding host genes. To validate the function of intronic lncRNAs in the other MIKC MADS-box genes, we selected seven additional MIKC MADS-box genes including *AGAMOUS* (*AG*), *AP1*, *AGAMOUS-LIKE 11* (*AGL11*), *AGAMOUS-LIKE 24* (*AGL24*), *SEPALLATA 1* (*SEP1*), *FRUITFULL* (*FUL*), and *SEPALLATA 2* (*SEP2*) for analysis (Fig. 7B). By overexpressing the longest intronic RNAs of the seven MIKC MADS-box genes (Fig. 7B), we found that the overexpressed intronic RNAs were capable of activating the expression of *AG*, *AP1*, *AGL11*, *AGL24*, and *SEP1* but not the expression of *FUL* and *SEP2* in their corresponding T1 transgenic plants (Fig. 7C). The effect of these intronic RNAs on the expression of *AG*, *AP1*, *AGL11*, *AGL24*, and *SEP1* can be inherited in the transgenic T2 plants (Fig. 7C). These results demonstrate that enhancement of the expression of host genes by overexpressing their corresponding intronic RNAs is conserved for MIKC MADS-box genes.

**Figure 7:**
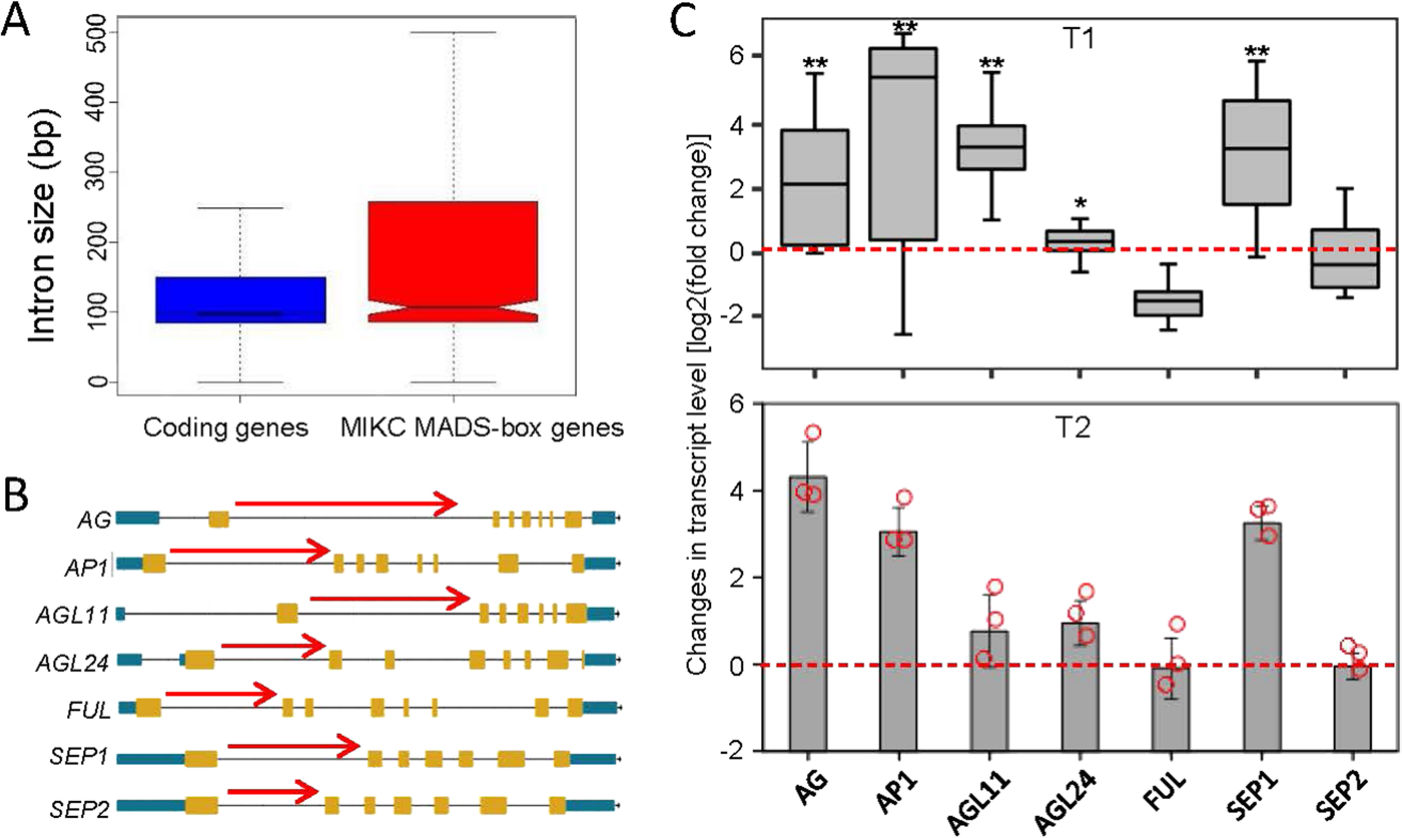
The function of intronic RNAs in activating gene expression is conserved in MIKC MADS-box genes. **(A)** Box plots showing the intron sizes of MADS-box genes and all protein-coding genes in Arabidopsis. **(B)** Schematic representation of seven MADS-box genes and the intronic RNAs (red arrows) overexpressed in transgenic plants. **(C)** The effect of overexpressed intronic RNAs on the expression of corresponding MADS-box genes. The effects in 15 randomly selected intronic RNA overexpressed T1 transgenic plants and in representative T2 transgenic lines are shown in the top and bottom panels, respectively. In the bottom panel, each cycle denotes an individual T2 transgenic line. The expression of the MADS-box genes was determined by RT-qPCR.

## Discussion

In Arabidopsis, the endogenous *COLDAIR* was previously shown to associate with the major H3K27 methyltransferase CLF and thereby enhance H3K27me3 at the late stage of vernalization^12^. Unlike the previous study, the results in the current study strongly suggests that the exogenously overexpressed *COLDAIR* suppresses H3K27me3 at the *FLC* chromatin, indicating that the exogenous *COLDAIR* shows an antagonistic effect on H3K27me3 compared to the endogenous *COLDAIR*. We predict that the exogenously overexpressed *COLDAIR* may act as an inhibitor or a decoy for CLF and thereby make the cis-acting endogenous *COLDAIR* inaccessible to CLF for H3K27me3 establishment. Alternatively, it may also be possible that antagonistic effects of *COLDAIR* on H3K27me3 occur during different biological processes. The promotion of H3K27me3 by *COLDAIR* occurs during vernalization, whereas the suppression of H3K27me3 by *COLDAIR* may occur in the other biological processes such as early embryo development when *FLC* expression is reactivated.

In the exogenously overexpressed *COLDAIR* line, H3K27me3 is reduced, and H3K4me3 is increased (Fig. 5A,B). The dual effect on H3K27me3 and H3K4me3 is also observed in the mutant defective in the histone H3K27 tri-methyltransferase CLF^23^. Therefore, it is possible that H3K27me3 may be primarily reduced by the exogenous *COLDAIR* and the reduction of H3K27me3 may subsequently promote the establishment of H3K4me3. In humans, the lncRNA *HOTTIP* transcribed from the 5′ end of the *HOXA* locus directly associates with WDR5, a subunit of the H3K4 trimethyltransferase complex COMPASS and thereby promotes *HOXA* expression by increasing H3K4me3^8^. Components of the COMPASS complex in Arabidopsis, which are conserved with those in mammals, have been demonstrated to bind to *FLC* and its homologs and are required for promoting H3K4me3^54^. In Arabidopsis, an antisense lncRNA was shown to interact with WDR5a to recruit the COMPASS complex to *MAF4*, a flowering repressor gene closely related to *FLC*, leading to an increase in H3K4me3^55^. Our results indicate that the overexpressed intronic RNA derived from the intron 1 of *FLC* increases *FLC* expression and H3K4me3 by reinforcing the occupancy of ATX1 on the *FLC* chromatin. Because ATX1 is a major catalytic subunit of the Arabidopsis COMPASS complex, we propose that the intronic RNA may also directly associate with the COMPASS subunit WDR5a and thereby recruit the COMPASS complex to the *FLC* chromatin for H3K4me3. However, we cannot exclude the possibility that the mechanisms other than histone H3K4 and H3K27 methylation may also be involved in the promotion of *FLC* expression by the overexpressed *COLDAIR*. Considering that the coupled changes in H3K27me3 and H3ac were recently observed^56^, we predict that the histone acetylation may also be necessary for the promotion of *FLC* expression by the overexpressed *COLDAIR*.

By overexpressing intronic RNAs derived from randomly selected MIKC MADS-box genes, we demonstrated that the activation of gene expression by overexpressed intronic RNAs is conserved in the MIKC MADS-box genes *AG*, *AP1*, *AGL11*, *AGL24*, and *SEP1*, but not in *FUL* and *SEP2* (Fig. 7B,C). Of note, *FLC* expression was enhanced in only a subset of the *35S-COLDAIR* lines (Fig. 1A–D), suggesting that some uncharacterized mechanisms may be responsible for counteracting the activation of the host genes by overexpressed intronic RNAs. Our results showed that *FLC* expression is enhanced in the *dcl2/3/4* mutant (Fig. 6A), which is consistent with the previous finding that DCL3 promotes flowering by reducing *FLC* expression^57,58^. Given that a large number of small RNAs are generated from the *COLDAIR* locus in the *35S-COLDAIR* line, we predict that these small RNAs may be responsible for the reduction of *FLC* expression at either transcriptional or posttranscriptional levels, thereby counteracting the promotion of *FLC* expression by the overexpressed *COLDAIR*. We suspect that the function of overexpressed intronic RNAs in activating gene expression by reducing H3K27me3 may be conserved in H3K27me3-enriched genes in Arabidopsis. Because H3K27me3 occurs not only in MADS-box genes but also in thousands of other genes^48,53^, the function of overexpressed intronic RNAs may be much more common than we expected in H3K27me3-enriched genes. Considering that stable intronic RNAs have been extensively identified in eukaryotes^30,32,33^, we predict that these endogenous intronic RNAs may also play important roles in the regulation of gene expression through the same mechanism.

Repressed *FLC* expression needs to be reactivated during the early embryo development and therefore ensures the requirement for vernalization-induced H3K27me3 in every generation. The transcriptional activators LEAFY COTYLEDON 1 (LEC1), LEAFY COTYLEDON 2 (LEC2) and FUSCA 3 (FUS3) and the histone H3K27 demethylase EARLY FLOWERING 6 (ELF6) are required for the reactivation of *FLC* by reducing H3K27me3 levels^59–61^. Because the transcriptional activators required for *FLC* expression are exclusively expressed in the embryo^59,60^, it is unknown how *FLC* expression is maintained after the embryo-to-seedling transition. Moreover, loss of REF6 only partially affects H3K27 demethylation at *FLC* chromatin during reproductive development^61^, suggesting that an REF6-independent mechanism must be required for reducing H3K27me3 levels. The results from the current study indicate that the overexpressed intronic RNA from the intron 1 of *FLC* is sufficient for reducing H3K27me3 levels. We suspect that the embryo-specific transcriptional activators may be responsible for initiating the reactivation of *FLC* expression by reducing H3K27me3 during the early embryo development. With the reactivation of *FLC* expression, the intronic RNA excised from the intron 1 of *FLC* pre-mRNA may gradually accumulate, and the accumulated intronic RNA would further suppress H3K27me3 and increase H3K4me3, resulting in a full activation of *FLC* expression after the embryo-to-seedling transition. Based on all of these results, we suspect that overexpressed intronic RNAs may activate gene expression by counteracting H3K27me3 and/or by promoting H3K4me3 during important biological processes.

## Materials and Methods

### Plant materials and plasmid construction

The Arabidopsis materials were all in the Columbia (Col-0) background and were grown on Murashige and Skoog (MS) medium at 22 °C with 16-h light/8-h dark (long-day conditions). T-DNA mutants *flc-8* (Salk_072590C), *clf* (Salk_088542C), and *atx1* (SAIL_409_A10) were obtained from the Arabidopsis Biological Resource Center. The *dcl2/3/4* triple mutant was previously reported^62^. To construct the intronic RNA overexpressed transgenic plants, full-length or truncated intron sequences of target genes were inserted downstream of the constitutive *CaMV 35S* promoter in the binary vector *pCambia1300* via ClonExpress II One Step Cloning Kit (Vazyme Biotech). The constructs were then transformed into wild-type (Col-0) plants by Agrobacteria infection. T1 transgenic plants were grown on MS medium plates supplemented with 25 mg/L hygromycin to screen the resistant seedlings for further study. For *ATX1-Flag* construction, an 8349-bp *ATX1* genomic fragment (including a 1618-bp region upstream of the translation start codon and a 6731-bp genic region without the translation stop codon) was fused in frame with three copies of Flag (3 × Flag) tag, and was cloned into the binary vector *pCAMBIA1305*. The *ATX1-Flag* and *Myc-CLF* transgenic plants were crossed to the *35S-COLDAIR* line and the plants harboring both the transgene and the overexpressed *COLDAIR* were selected from the F2 segregation group. The DNA primers used for construction are listed in Data set 2.

### RNA extraction and RNA level analysis

RNA was extracted from 14-day-old plants as described previously^63^. The first strand of cDNA was prepared with the PrimeScript RT Reagent Kit (TAKARA, RR037A). Quantitative PCR was performed on an ABI 7500 fast Real time PCR instrument with KAPA SYBR FAST Universal reaction regent, and the results were quantified by reference to a standard curve for each primer pair with at least two repeats. For assessment of noncoding RNA expression, sequence-specific primers were used for reverse transcription. For RNase-treated RT-qPCR, 10 µg of total RNA was digested with RNase III (NEB, M0245S) or RNase one (Promega, M4261) according to the instruction manual. After chloroform purification, 1 µg of RNA was treated with DNase I to remove genomic DNA, and the RNA was then subjected to RT-PCR. Oligonucleotides used in this study are indicated in Data set 2.

### Transcriptome sequencing and data analysis

Total RNA was extracted from 12-day-old seedlings, and mRNA was isolated from the total RNA using poly-T oligo-attached magnetic beads. The Illumina ScriptSeq Complete Kit (Plant) was used for library construction. Small RNAs of 18–60 nt were gel-purified and subjected to library construction. Library construction and deep sequencing were performed by Vazyme Biotech (Nanjing, China). For analysis of transcriptome sequencing data, clean reads were mapped to the TAIR10 Arabidopsis genome by TopHat v2.1.0^64^, allowing up to two mismatches. The differentially expressed genes were calculated by cuffdiff v2.0.1^65^. For analysis of small RNA deep sequencing data, 18 to 30-nt clean reads were mapped to the TAIR10 Arabidopsis genome using Bowtie^66^, and only perfectly matched reads were retained for further analysis.

### ChIP assay

The ChIP experiment was performed according to a previous report with minor modification^67^. A 2-g quantity of 2-week-old seedlings was cross-linked in 1% formaldehyde for 20 min after ground. The cross-linking reaction was stopped by adding glycine to 125 mM and was incubated for 5 min. The chromatin was isolated with Nuclear Extraction Buffer [20 mM Tris-HCl (pH 7.5), 20 mM KCl, 2 mM EDTA (pH 8.0), 2.5 mM MgCl_2_, 25% glycerol, 250 mM sucrose, 5 mM DTT, 1 mM PMSF, and 1 × protease inhibitor mixture (Roche)]. After they were washed twice on two layers of Miracloth with Nuclear Extraction Buffer, and 3–5 times with Nuclear Resuspension Buffer [20 mM Tris-HCl (pH 7.5), 2.5 mM MgCl_2_, 25% glycerol, 0.2% Triton X-100], the nuclear pellets were resuspended in 800 μL of Nuclei Lysis Buffer [20 mM Tris-HCl (pH 8.0), 2 mM EDTA, 0.2% NP-40, 1 mM PMSF, and 1 × protease inhibitor mixture). The chromatin of each sample was sonicated by a Bioruptor Plus device at a high power level for 28–33 cycles (30 sec ON and 30 sec OFF for each cycle). A 800-μL volume of sonicated chromatin diluted with ChIP dilution buffer (1 mM PSMF, 2 mM EDTA pH 8.0, 20 mM Tris–HCl pH 8.0, 200 mM NaCl, and 1 × protease inhibitor mixture) to 1.5 mL was used for immunoprecipitation. Dynabeads Proein A (Thermo, 10001D) were used for conjugating the anti-bodies. The anti-bodies used in this study were anti-H3 (Abcam, ab1791), anti-H3K4me3 (Millipore, 07–473), anti-H3K27me3 (Millipore, 07–449). The conjugated antibodies were independently mixed with the chromatin by rotation at 4 °C overnight. Beads were washed five times with Wash Buffer (150 mM NaCl, 20 mM Tris-HCl pH 8.0, 2 mM EDTA pH 8.0, 0.1% Triton X-100, 1 mM PMSF). Finally, beads were washed twice for 5 min each time with TE buffer (10 mM Tris, pH 7.5, 1 mM EDTA). After they were washed, the immuno-complexes was eluted from the beads and reverse cross-linked by NaCl and 20 ug Proteinase K (Sigma, P4850). Phenol/Chloroform/Isoamyl alcohol was used to extract the ChIP-DNA and followed with qPCR or sequencing. Deep sequencing was performed by Novogene (Beijing, China).

For ChIP analysis of Myc-CLF and ATX1-Flag, nuclei were isolated as described above. After washing with Honda buffer [20 mM HEPES (pH 7.4), 0.44 M Sucrose, 1.25% (wt/vol) Ficoll, 2.5% (wt/vol) Dextran T40, 10 mM MgCl_2_, 0.5% Triton X-100, 5 mM DTT, 1 × protease inhibitor mixture (Roche)], the nuclei were resuspended with IP Binding Buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 5 mM MgCl_2_, 5% glycerol, 0.1% NP-40, 1 mM PMSF, and protease inhibitor cocktail). The chromatin was then sheared by sonication and centrifuged at 5000 rpm for 10 min, and the supernatant was immunoprecipitated with Anti-c-Myc Agarose Affinity Gel (Sigma, A7470) or Anti-FLAG M2 Magnetic Beads (Sigma, M8823). The beads were then washed twice with IP Binding Buffer containing 500 mM NaCl. The sample was then treated as above for qPCR.

### Stranded mRNA sequencing

Total RNA was extracted from 14-day-old seedlings are subjected to the Vazyme VAHTS Total RNA-seq Library Prep Kit for deep sequencing (Vazyme, NR603). RNA were digested with RNase H and DNase I and purified with VAHTS RNA Clean Beads (Vazyme, N412). Ribosome-depleted RNA was used as a template for synthesis of both strands of cDNA. Double stranded cDNA was purified with VAHTS DNA Clean Beads (Vazyme, N411). The dA-tailing and adapter ligation were performed using VAHTS RNA Adapters Set 1 - Set 2 (Vazyme, N803, N804). 1 × VAHTS DNA Clean Beads (Vazyme, N411) was used for purification and size selection of adapter-ligated DNA followed by amplification. Agilent DNA 1000 chip (Agilent, 5067-1504) was used for determination of library qualitydetermination.

## Supplementary information

Supplementary information.

Supplementary information2.

## Data Availability

The raw data of RNA-seq, small RNA-seq, and ChIP-seq were deposited in the Gene Expression Omnibus (GEO) database (accession number: GSE140140).

# Supplementary material for: Exogenously overexpressed intronic long noncoding RNAs activate host gene expression by affecting histone modification in Arabidopsis
**Source:** Sci Rep. 2020 Feb 20;10:3094. doi: 10.1038/s41598-020-59697-7
**Supplement:** Supplementary file 2 — Supplementary information2.

Figure S1

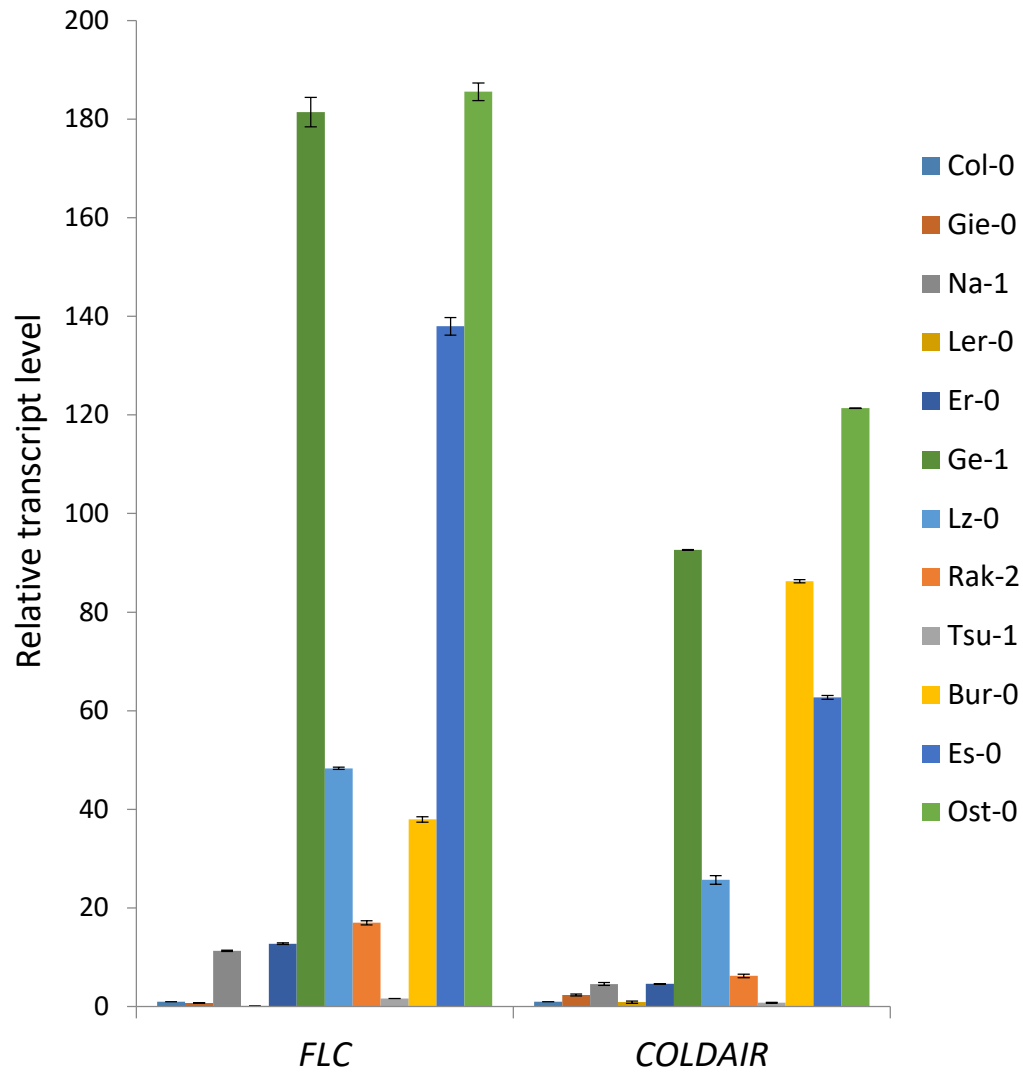

**Figure S1. The transcript levels of *FLC* and *COLDAIR* in different ecotypes of *Arabidopsis*.** The transcript levels of *FLC* and *COLDAIR* were determined by RT-qPCR in indicated ecotypes of *Arabidopsis*. The transcript level of *PP2A* was used as an internal control. Error bars are SD of three replicates.

Figure S2

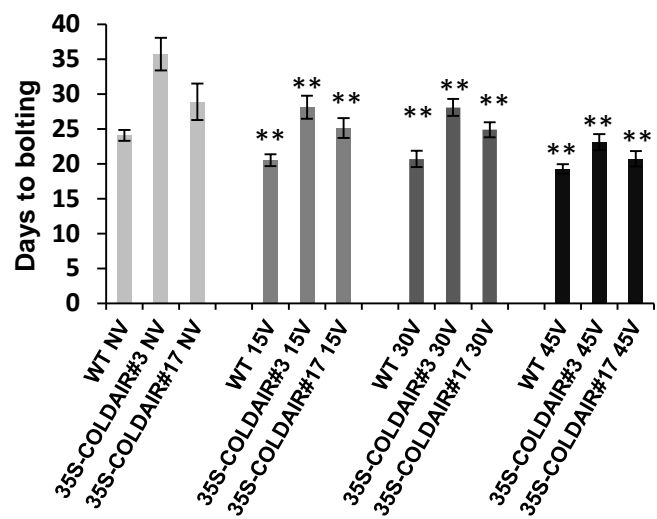

**Figure S2. The effect of vernalization on flowering time in wild-type and *COLDAIR* overexpressed plants.** Flowering time was quantified by days to flower. NV represents non-vernalized plants; V15, V30, and V45 represent plants that were vernalized for 15, 30, and 45 days, respectively. Asterisks indicate statistically significant differences between non-vernalization and 15, 30, or 45-day vernalization treatments (Student’s t test; \*\*P<0.01).

Figure S3

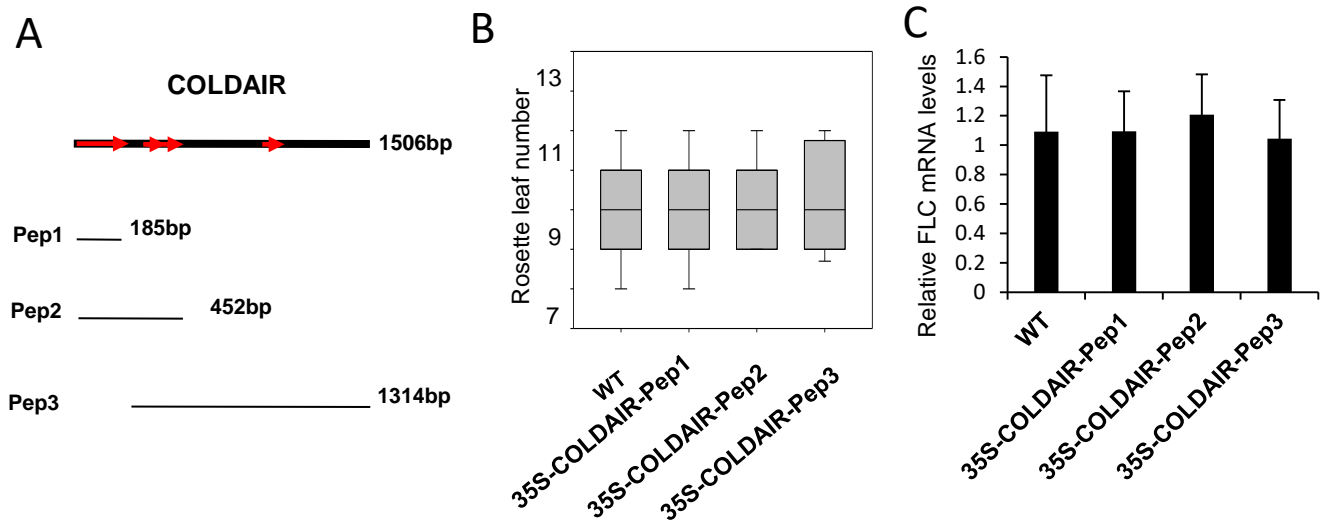

**Figure S3. The function of the over-expressed *COLDAIR* in activation of *FLC* is independent of the production of small peptides. (A)** Schematic representation of full-length and truncated transcripts of *COLDAIR* used in over-expressed transgenic plants. Red arrows represent the putative small open reading frames predicted by NCBI ORF Finder (<https://www.ncbi.nlm.nih.gov/orffinder/>). **(B)** Box plots showing rosette leaf numbers of truncated *COLDAIR* over-expressed T1 transgenic plants in long days. Thirty-six independent T1 transgenic plants were scored for each version of truncated *COLDAIR*. **(C)** *FLC* mRNA levels in wild-type plants and truncated *COLDAIR* over-expressed T2 transgenic plants. At least 10 individual T2 transgenic lines were used for RT-qPCR. The expression of the *PP2A* gene was determined as an internal control. Error bars are SD of three biological replicates.

Figure S4

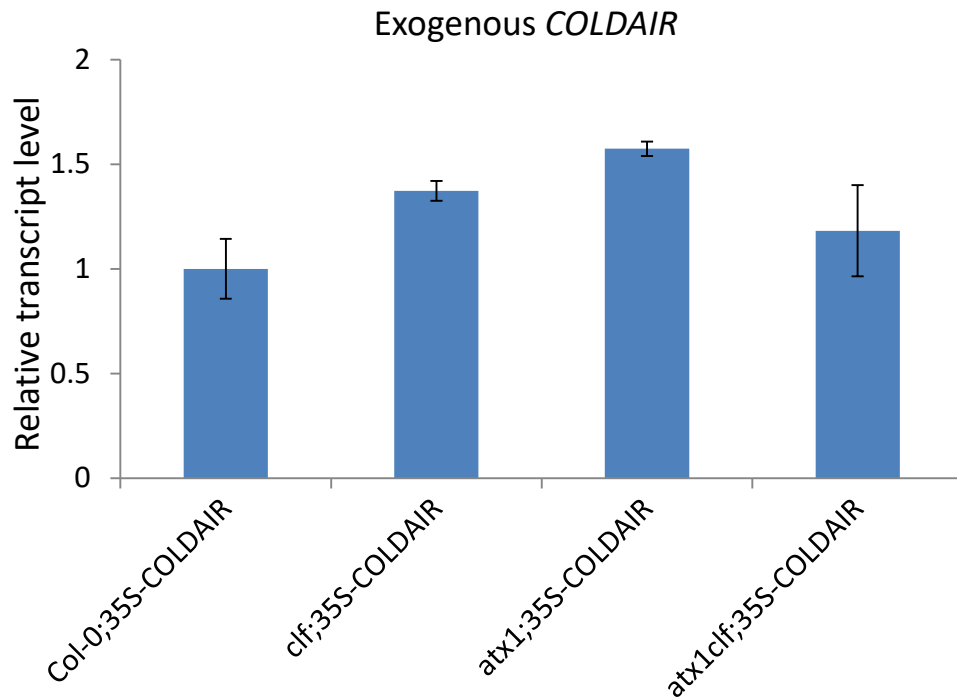

**Figure S4. The transcript level of exogenous *COLDAIR* in the *35S-COLDAIR* transgenic lines of different backgrounds.** The transcript level of exogenous *COLDAIR* was determined by RT-qPCR in the wild type, *clf*, *atx1*, and *clf/atx1* mutant backgrounds. The transcript level of *PP2A* was used as an internal control. Error bars are SD of three replicates.

How the deposited data were processed for this re-analysis (not part of the article)

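Poly-A RNA of 12-day-old Col-0 and *35S-COLDAIR* seedlings was sequenced in 2 libraries per genotype. The authors mapped clean paired-end reads to the TAIR10 genome with TopHat 2.1.0, allowing up to 2 mismatches, and used cuffdiff 2.0.1 for differential expression. The values the authors deposited are FPKM per gene and library, with 33854 genes in each of 2 tables. The paper's text does not name the gene annotation, the normalization mode of cuffdiff, the strand setting or the handling of reads that map to several places. Of the 33854 identifiers, 33389 matched a gene of the TAIR10.1 reference table, from which gene names and positions were taken. Each column was assigned to its library by the genotype and replicate number in its name. The replicate numbers in the names of the tables were the other way round. The relative depths from the steps of the low values were 1.09 for the libraries named replicate 1 and 1.13 for those named replicate 2, against 1.10 and 1.14 in the read numbers of Table S1 under the column names, and 1.14 and 1.10 under the names of the tables.

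The levels log2(FPKM + 1) of the 4 libraries were compared between the genotypes with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend over the mean log2 level), without a block, with Benjamini-Hochberg adjustment and a threshold of 0.05. The filter was a mean of at least 0.5 FPKM over the 4 libraries, which kept 20142 genes. Genes under the filter that the paper names were taken from the same fit without it, over 23869 genes.

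The same comparison was made with the replicate number as a block. The pairing of the libraries comes from the replicate numbers that both genotypes share and from their place in the same table, and the correlation of same-numbered deviations was 0.37. The plan also provided that the log2 ratio within each table would be the unit if the tables had been normalized apart, which gives the same test as the block. The paper's text does not say whether they were. The fit without a block is reported first because it is the one written in the plan, and not because the values speak against the pairing. The median log2(FPKM + 1) of the tested genes was between 3.76 and 3.78 in the 4 libraries, which does not settle the question, since FPKM values are already scaled by depth. At an earlier stage the fit with the block had been put first, and the results of both fits had been seen when the order was set back to the planned one. Whether *FLC* passes the threshold depends on this choice. The fit without a block leaves the variation shared by same-numbered libraries in its error. Of 20142 genes, 522 had an unadjusted p under 0.05 there, fewer than expected if no gene differed.

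Both fits were tested on simulated data with 20142 genes, of which 200 were changed by a log2 of 1, 2 or 4. Without a block, the fit recovered 16.4% of the genes changed by 1, 86.6% of those changed by 2 and 98.5% of those changed by 4, with 0 false calls. With the block it recovered 70.1%, 100% and 98.5%, with 14 false calls. The simulated libraries of both genotypes were given the same replicate difference, taken from the data, and noise sized by the fit with the block. The simulation therefore favours the fit with the block and is no neutral comparison of the fits.

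The depth of a library is known from Table S1 of the paper, with 22427263 to 26513399 uniquely mapped reads, and the tables hold no fragment numbers. For single genes with low values, the smallest whole fragment numbers that give the 4 values were worked out from the relative depths, and the genotypes were compared with a two-sided exact binomial test (scipy 1.17.1). Such a test covers counting error only. No count test was run across genes, because FPKM values are not counts.

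The genes named in the text are *FLC*, *FT* and *AP1*; the other genes labelled in Fig. 2A; genes the paper names in its other experiments; *SOC1* and *MAF1* to *MAF5*; the genes next to *FLC*; and the 5 largest increases and 5 largest decreases among genes past the threshold whose *35S-COLDAIR* libraries both lie on the same side of both Col-0 libraries, filled with genes at a mean of at least 1 FPKM where fewer passed. This rule and the lists of flowering-time and MIKC MADS-box genes were set before the data were examined. Genes named outside the rule, *BHLH100*, AT1G47395 and the iron and clock genes of the closing part, were chosen after their values or those of related genes were seen. Alternatives were a pseudocount of 0.1, no filter, a filter at 1 FPKM, quantile normalization, centring on the median, no variance trend, the replicate block, a 2-fold threshold, and each library left out in turn. The ratio of mean FPKM, the removal of genes listed at 0 in both libraries of a genotype, and the replicate block together with each of the other changes to the fit, the last for the numbers of genes and the genes near the threshold, were added after seeing the values. The small RNA, ChIP-seq, strand-specific RNA and RT-qPCR experiments of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9.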

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

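The tests of failed estimates and of transcript length, and the comparison of replicates for the iron genes, were chosen after the result was seen. The tests of overlap, of other iron-deficiency genes and of clock-controlled genes were set before their values were seen. The paper discusses flowering-time genes of these libraries, and 2 genes other than *FLC*, outside that discussion, passed the adjusted p of 0.05. With the replicate block, 6 genes other than *FLC* passed.

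The first group of these genes is listed at 0 in one genotype. In all, 12 genes were listed at 0 FPKM in both libraries of one genotype and at 1 FPKM or more in both of the other. MIR159b and AT4G36791 among them passed the threshold with and without the block, and AT3G48660 and AT5G57080 passed it with the block. If the zeros were failed estimates that fall on libraries at random, other groupings would give as many. Grouping by replicate number gave 16 such genes, more than by genotype, and grouping crosswise gave 5, fewer than by genotype. The replicate numbers also part the 2 tables, so failures that go with a table would raise the 16, and it is no random baseline. The test leaves the question open, and the zeros cannot be told apart from failed estimates. These genes were also short: the median exonic length of the 11 with a place in the annotation was 495 bases, against 1096 bases at the 2.5th percentile of 10000 random lists matched on mean expression. Fragments shared with an overlapping gene do not account for the pattern, since 9.1% of the 11 overlapped another listed gene against a median of 27.3% in the matched lists. A difference in transcription between the genotypes was not shown for these genes, and short transcripts with estimates that fail in some libraries remain a candidate explanation.

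The second group is lower without zeros and passed the threshold with the block but not without it. *BHLH100* had a log2 fold change of -1.57 and AT1G47395 one of -1.10. With each library left out in turn, the values ranged from -2.12 to -1.01 for *BHLH100* and from -1.71 to -0.49 for AT1G47395. *BHLH100* belongs with *BHLH38*, *BHLH39* and *BHLH101* to the bHLH genes induced by iron deficiency. The log2 fold changes of the other 3 were -1.74, -1.48 and -1.10, lower in *35S-COLDAIR* in both replicates, with an adjusted p from limma of 1.00 for each without the block and of 0.0752, 0.0752 and 0.0867 with it. The adjusted p of *BHLH100* ranged from 0.0134 to 1.00 over its 15 alternatives. The 6 that were past the threshold all had the block. With the block and quantile normalization, *BHLH38*, *BHLH39* and *BHLH101* passed as well (adjusted p from limma of 0.0237, 0.0269 and 0.0428). With the block and median centring, *BHLH38* and *BHLH39* passed (adjusted p from limma of 0.0431 and 0.0437). Both combinations were chosen after seeing the values, and these 3 genes passed in no other fit. The direction of the 4 genes was the same under each scaling and with each library left out in turn. Their sizes moved more with a library left out. The log2 fold change then ranged from -2.36 to -1.12 for *BHLH38*, from -2.19 to -0.78 for *BHLH39* and from -1.56 to -0.65 for *BHLH101*. A weaker iron-deficiency response as a whole was tested on 13 other iron-deficiency genes. The 12 of them that were tested had a median log2 fold change of -0.21, below the 2.5th percentile of -0.10 in the matched random lists, and 8 of the 12 were lower in *35S-COLDAIR*. The largest change among the 12 went the other way: *COPT2* had a log2 fold change of 1.09, with 1.97 in replicate 1 and 0.21 in replicate 2. Genes that are regulated together vary together, so the random lists understate how far such a median can move by chance. The 3 ferritin genes, which are repressed by iron deficiency, had a median of 0.16. The same 4 bHLH genes also differed between replicates, by a median log2 of -1.06 from replicate 1 to replicate 2 in the same direction in both genotypes, 0.70 of the size of the difference between genotypes. The levels of these genes thus also differed between the replicate batches. A difference between batches cancels when the genotypes are compared within a replicate, and all 4 genes were lower in both replicates, so it does not by itself account for the lower level in *35S-COLDAIR*. Whether iron supply or harvest differed between the genotypes was not tested. Collection of the *35S-COLDAIR* seedlings at another time of day was tested with clock-controlled genes: the shift of the clock-controlled genes between genotypes was 0.20 of their shift between replicates, while that of the 4 bHLH genes was 1.44. The comparison bears on that explanation only if time of day is behind the replicate shift of both sets of genes, which was not shown, so it cannot be ruled out. A lower iron-deficiency response in *35S-COLDAIR* seedlings is a hypothesis that may be worth testing, and it cannot be told apart from a difference in growth conditions or time of collection.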

How the results depend on the processing

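No test of an explanation is given in this part. The ratio of mean FPKM, the removal of genes listed at 0 in both libraries of a genotype, and the replicate block combined with another change were chosen after seeing the data. The direction of the *FLC*, *FT* and *AP1* changes was the same under every alternative run. Whether *FLC* passed the threshold depended on the replicate block. Its log2 fold change of 4.02 was the same with the block, and the adjusted p fell from 0.0835 to 0.00349 as the standard error fell from 0.206 to 0.118; the correlation of same-numbered deviations was 0.37. Without the block the adjusted p of *FLC* was above 0.05 in each of the 7 alternatives with a test, from 0.0738 under median centring to 0.295 with genes listed at 0 left out. With the block it was past the threshold in 6 of 8 fits, with the lowest value of 9.28e-04 under quantile normalization, and was above it without the filter on low values (0.0688) and without the variance trend (0.0871). Together with a pseudocount of 0.1 the block gave a log2 fold change of 4.63 (adjusted p of 0.0117). The adjusted p of *FT* and *AP1* was above 0.05 in each of the 11 alternatives with a test, from 0.570 to 1.00 for *FT* and from 0.734 to 1.00 for *AP1*.

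Against 1 higher and 1 lower gene, there were 3 higher and 4 lower with the replicate block, 1 higher and 2 lower with a pseudocount of 0.1, and 2 higher and 1 lower without the variance trend. The 2 genes of the reported fit were among the genes of each of these 3 fits. With genes listed at 0 in both libraries of a genotype left out, 0 were higher and 0 were lower, with 514 at an unadjusted p under 0.05, because both called genes are among those left out. Quantile normalization and median centring gave 1 higher and 1 lower without the block. With the block, they gave 5 higher and 12 lower, and 4 higher and 8 lower, so both moved the split toward lower genes there. The block gave 2 higher and 4 lower with a pseudocount of 0.1, 3 higher and 4 lower with a filter at 1 FPKM, 0 higher and 0 lower without the filter (1664 at an unadjusted p under 0.05), 1 higher and 1 lower without the variance trend, and 1 higher and 2 lower with genes listed at 0 left out, which were *FLC*, *BHLH100* and AT1G47395. A 2-fold threshold left 1 higher and 1 lower. For the other changes in number the cause was not tested.

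The number of Fig. 2A genes past the threshold was 0 (3 at an unadjusted p under 0.05) and that of flowering-time genes was 0 (6 at an unadjusted p under 0.05). Each was 1, *FLC*, with the replicate block, and also with the block together with a pseudocount of 0.1, a filter at 1 FPKM, median centring or genes listed at 0 left out. With the block and quantile normalization it was 1 for Fig. 2A and 2 for flowering-time genes, where *SOC1* passed (adjusted p of 0.0428, over a range of 0.0428 to 1.00 for its 15 alternatives). The number of MIKC MADS-box genes other than *FLC* was 0 (3 at an unadjusted p under 0.05), and 1 with the block and quantile normalization. The rank of *FLC* was 2. It was 10 with a pseudocount of 0.1 and 1 with genes listed at 0 left out, each with and without the block.

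Across the 4 calculations that each left out one library, the log2 fold change ranged from 3.76 to 4.28 for *FLC*, from -0.60 to -0.15 for *FT* and from -0.24 to -0.14 for *AP1*, and the rank of *FLC* from 3 to 7. No p-value was computed there, since one genotype is left with 1 library. Of the 45 other genes named, 10 changed sign when a library was left out. The ratio of mean FPKM without a pseudocount gave 4.67 for *FLC*, -1.30 for *FT* and -1.505 for *AP1*; a pseudocount of 1 FPKM is larger than the levels of *FT* and *AP1*. The sign reversed for *miR172A* with a pseudocount of 0.1 (-0.0613), and under quantile normalization for *DCL2* (0.00124) and *DCL3* (0.00830), all close to 0. Among the other genes, 4 gained the threshold with the replicate block, 1 without the variance trend and 1 with a pseudocount of 0.1. The block combined with another change was run only for genes near the threshold. Of these, 6 gained it with quantile normalization and 4 with median centring. With a pseudocount of 0.1, a filter at 1 FPKM or genes listed at 0 left out, 2 gained it each time.

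*FT* and *AP1* have no value under a filter at 1 FPKM, and the fit without a filter is the reported one for them. The values of *FT* and *AP1* rest on 1 to 11 fragments per library, and those of the other genes of Fig. 2A under 0.5 FPKM on few fragments as well.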

Differences from the paper's values

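The exact binomial test on fragments given here was chosen after the result was seen. All values of the paper in this part were read by eye from Fig. 2A. The log2 fold change of *FLC* was 4.02, against about 4.8 in the paper's Fig. 2A. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 4.63, within the replicate SD of the paper's value, and the others did not reach it. For *GA2OX4* the value was 0.46 against the paper's about 1.2 in Fig. 2A, for *CO* it was -0.39 against about -1.0, and for *FT* it was -0.37 against about -1.2. A pseudocount of 0.1 gave 1.05, -0.91 and -1.18, within the replicate SD, and for *CO* so did the value without *35S-COLDAIR* replicate 2 (-0.61). The SD of *CO* with that pseudocount was 1.08, larger than the paper's value itself, so lying within it says little. For *miR172A* the value was 0.00329 against the paper's about -0.95 in Fig. 2A; with a pseudocount of 0.1 it was -0.0613, which lies within a replicate SD of 1.07, larger than the paper's value itself.

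For the remaining genes, no alternative set before the data were examined lay within the replicate SD of the paper's value. The log2 fold change was 0.0915 for *AGL6* against about 1.7 in the paper's Fig. 2A. Against the paper's values in the same figure, it was 0.142 for *GA2OX7* against about 2.2, 0.0370 for *JMJ15* against about 1.2, -0.19 for *AP1* against about -1.8 and -0.92 for *FUL* against about -1.5. A pseudocount of 0.1 brought each closer, to 0.61 for *AGL6*, 0.81 for *GA2OX7*, 0.30 for *JMJ15*, -0.90 for *AP1* and -1.35 for *FUL*; for *FUL* the remaining gap is small, but the SD of its 2 replicates is only 0.0109 and the paper's value was read by eye. The ratio of mean FPKM without a pseudocount, an alternative chosen after seeing the values, gave 4.67 for *FLC*, 1.78 for *AGL6*, 2.18 for *GA2OX7*, 1.23 for *GA2OX4*, 1.22 for *JMJ15*, -0.92 for *CO*, -1.30 for *FT*, -1.505 for *AP1*, -1.43 for *FUL* and 0.06 for *miR172A*. On that scale the values of *FLC*, *GA2OX4*, *CO*, *FT* and *AP1* lie within the replicate SD of the paper's values, but that SD is wide for *FT* (1.07), *AP1* (1.08) and *CO* (1.31), for *CO* larger than the paper's value itself. *AGL6*, *GA2OX7* and *JMJ15* are at 0 in a library and have no such SD, but their values are close to the paper's. *FUL* lies close to the paper's value but outside a replicate SD of 0.00515. *miR172A* has the other sign, with a replicate SD of 2.01 that is larger than its gap to the paper's value.

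Fig. 2A marks about 11 genes as significantly changed, and 0 of the 10 genes analysed here passed the adjusted p of 0.05 over all tested genes, with 3 at an unadjusted p under 0.05. Only 4 of the 10 were in that fit, and the paper's calls rest on cuffdiff, an unlike test. In the simulation, the fit without a block recovered 16.4% of the genes changed by a log2 of 1. The count of 0 is thus no evidence that the paper's genes were unchanged. Of the alternatives set before the data were examined, the replicate block called 1, *FLC* (adjusted p of 0.00349, over a range of 9.28e-04 to 0.295 for its 15 alternatives), and each of the others called 0. The block together with a pseudocount of 0.1, a filter at 1 FPKM, quantile normalization, median centring or the removal of genes listed at 0 also called *FLC*; these combinations were chosen after seeing the values. Adjusted over the tested genes of the figure alone, which are the paper's own calls on these data, *FLC* and *FUL* passed in the reported fit and in every alternative with a test. *GA2OX4* passed as well without the filter on low values and without the variance trend, each with and without the block, and *FT* passed with the block and no filter together, a combination chosen after seeing the values.

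The paper states that *FLC* was increased and that *FT* and *AP1* were significantly reduced. Here *FLC* was higher in both replicates. *FT* and *AP1* were lower in each replicate, with an adjusted p from limma of 0.999 for both, and with the replicate block of 0.696 and 0.748, within ranges of 0.570 to 1.00 and 0.734 to 1.00 over the alternatives. In the exact binomial test on fragments *FT* had a p of 0.0374 and *GA2OX4* one of 0.0136, which were 0.168 and 0.122 after adjustment over the 9 genes tested in this way. Fig. 2A places *miR172A* among the reduced genes; here it was lower in replicate 1 and higher in replicate 2.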

Other observations

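The test of clock-controlled genes below was set before the values of those genes were seen, but after those of *LHY*, *CCA1*, *LUX*, *PRR5* and *ELF4*, and the test of fragment numbers was chosen after the result was seen. The replicates differed in clock genes. From replicate 1 to replicate 2, *LHY* changed by a log2 of -1.12 in Col-0 and -0.96 in *35S-COLDAIR*, *CCA1* by -0.87 and -0.88, *LUX* by 0.79 and 0.57, *PRR5* by 0.60 and 0.49 and *ELF4* by 0.56 and 0.47. If the replicates had been collected at different times of day, other genes that peak at dawn would fall and genes that peak in the evening would rise. Of 12 such genes listed beforehand, 11 were tested. All 5 dawn genes were lower and 5 of the 6 evening genes were higher in replicate 2 in both genotypes, *JMJ30* being the exception. The median of the evening genes lay 1.31 above that of the dawn genes, outside the range of -0.24 to 0.26 that holds 95% of 10000 random lists matched on mean expression. Clock genes vary together, so this range is narrower than chance variation of such a list. A difference in the time of collection between the replicates is a candidate explanation, and other causes of a clock shift were not tested. Between the genotypes the same genes were shifted by 0.27, also outside the matched range of -0.19 to 0.20, and in the same direction. The correlation across genes between the replicate difference and the genotype difference was 0.16; genes are not independent replicates.

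*FT* and *AP1* were lower in *35S-COLDAIR* in both replicates, and the explanation that there are too few fragments to separate the genotypes was tested with a two-sided exact binomial test. For *FT* the p was 0.0374 and for *AP1* it was 0.106, so counting error alone could account for *AP1* but less readily for *FT*. After adjustment over the 9 genes tested in this way, the p of *FT* was 0.168, so *FT* cannot be firmly told apart from counting error either. The tests take each fragment as independent and compare libraries, and *FT* differed between the replicates of one genotype, with 11 and 5 fragments in Col-0.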
